# Meningeal lymphatic vessels regulate brain tumor drainage and immunity

**DOI:** 10.1038/s41422-020-0287-8

**Published:** 2020-02-24

**Authors:** Xueting Hu, Qiuping Deng, Lu Ma, Qingqing Li, Yidong Chen, Yuhan Liao, Fan Zhou, Chen Zhang, Linlin Shao, Jun Feng, Tubao He, Weihai Ning, Yan Kong, Yingqing Huo, Aibin He, Bing Liu, Jingjing Zhang, Ralf Adams, Yulong He, Fuchou Tang, Xiuwu Bian, Jincai Luo

**Keywords:** Cancer, Immunology, Cell biology

## Abstract

Recent studies have shown that meningeal lymphatic vessels (MLVs), which are located both dorsally and basally beneath the skull, provide a route for draining macromolecules and trafficking immune cells from the central nervous system (CNS) into cervical lymph nodes (CLNs), and thus represent a potential therapeutic target for treating neurodegenerative and neuroinflammatory diseases. However, the roles of MLVs in brain tumor drainage and immunity remain unexplored. Here we show that dorsal MLVs undergo extensive remodeling in mice with intracranial gliomas or metastatic melanomas. RNA-seq analysis of MLV endothelial cells revealed changes in the gene sets involved in lymphatic remodeling, fluid drainage, as well as inflammatory and immunological responses. Disruption of dorsal MLVs alone impaired intratumor fluid drainage and the dissemination of brain tumor cells to deep CLNs (dCLNs). Notably, the dendritic cell (DC) trafficking from intracranial tumor tissues to dCLNs decreased in mice with defective dorsal MLVs, and increased in mice with enhanced dorsal meningeal lymphangiogenesis. Strikingly, disruption of dorsal MLVs alone, without affecting basal MLVs or nasal LVs, significantly reduced the efficacy of combined anti-PD-1/CTLA-4 checkpoint therapy in striatal tumor models. Furthermore, mice bearing tumors overexpressing VEGF-C displayed a better response to anti-PD-1/CTLA-4 combination therapy, and this was abolished by CCL21/CCR7 blockade, suggesting that VEGF-C potentiates checkpoint therapy via the CCL21/CCR7 pathway. Together, the results of our study not only demonstrate the functional aspects of MLVs as classic lymphatic vasculature, but also highlight that they are essential in generating an efficient immune response against brain tumors.

## Introduction

The concept of immune privilege in the central nervous system (CNS) has been substantially reconsidered in the past decade.^1^ This concept was proposed more than half a century ago based on the experimental findings that foreign tissue grafts including tumors in the brain parenchyma were not rejected by the immune system of the host.^2,3^ Indeed, the CNS has unique anatomical features such as the blood–brain barrier and a lack of classic lymphatic vessels (LVs) in the parenchyma. However, evidence has emerged that CNS-derived soluble molecules and lymphocytes circulate through the healthy brain, and extensive cross-talk between the brain and the peripheral immune system exists under pathological conditions such as autoimmunity and infection.^4^ To visualize this process, fluorescent tracer dye was injected into the gray matter from where it migrates out to the cervical lymph nodes (CLNs).^5^ Subsequently, using a polarized macroscopic system, convective fluid fluxes with rapid interchange between cerebrospinal fluid (CSF) and interstitial fluid in the parenchyma were reported and named the “glymphatic” system based on its functional similarity to the lymphatic system in peripheral tissue, and on the important role of glial aquaporin-4 channels in the convective fluid transport.^6^ In searching for the pathways of immune cell movement and CSF drainage throughout the meninges, a lymphatic network in the dura mater situated bilaterally along the superior sagittal sinus (SSS) and transverse sinus (TS) has been recently rediscovered in rodents^7,8^ and humans,^9^ and has been shown to possess some of the classic lymphatic functions. These studies indicate that the immune system functions in some sub-regions of the CNS similarly to in the periphery.

The features of meningeal LVs (MLVs) have been characterized and their functions in brain physiology have been gradually demonstrated. Like conventional lymphatic endothelial cells (LECs), meningeal LECs (MLECs) express the markers of CD31, VEGFR3, Prox1, PDPN, LYVE-1, and CCL21; and they efficiently drain both soluble molecules and immune cells from the subarachnoid space into CLNs.^7,8^ By injection of macromolecules, T cells, and dendritic cells (DCs) into the CSF, MLVs were shown to be capable of carrying CSF components and immune cells from the CNS to the CLNs in a physiological manner.^10–12^ Pathologically, while ablation of MLVs reduced the inflammatory responses in an animal model of multiple sclerosis,^10^ dysfunction of MLVs was shown to be an aggravating factor in the pathology of Alzheimer’s disease and age-associated cognitive decline.^11,13^ Together, MLVs play an important role in connecting the CNS to peripheral immunity and thus represent a promising therapeutic target for neurodegenerative and neuroinflammatory diseases. In contrast to the above findings that were obtained with the MLVs located at the dorsal part of the skull,^7,8^ several recent studies support the role of the basal MLVs in drainage of fluid from the CNS.^14–16^ Consistently, a very recent study showed that the MLVs located at the basal part of the skull appeared to be morphologically distinct and have stronger draining functions than dorsal MLVs.^11^ Therefore, the structural and functional relationships and inter-dependence of these MLVs need to be further investigated.

Brain tumors, including primary and metastatic tumors, are among the most feared of all forms of cancer with very limited treatment options and a poor prognosis.^17–19^ Malignant cerebral gliomas, the most common primary tumor in the CNS, comprising ~80% of all malignant primary brain tumors,^20^ have a strong tendency to infiltrate.^21^ Nevertheless, metastatic brain tumors are the most frequently occurring intracranial tumors.^22^ It is well known that, among common cancers, metastatic melanoma has the highest risk of spreading to the CNS; it has a marked propensity to metastasize to the brain where it is characterized by meningeal and ventricular metastases.^18^ For decades it has been known that brain tumors can elicit potent antitumor immune responses. Specifically, using animal models, it has been demonstrated that soluble tumor antigens within the CNS can reach the CLNs via CSF drainage to stimulate specific T cells.^23^ Function-blocking antibodies against PD-1 and CTLA-4 have been shown to enhance antitumor T cell responses and resulted in durable antitumor activity in several mouse intracranial tumor models and clinical trials in patients.^24–27^ However, the response of brain tumors to immunotherapy is relatively weak and survival is still poor, suggesting that more attention should be paid to understand the immunity in brain tumors. Tumor-associated lymphatics are critical for the drainage of intratumor fluid, macromolecules (antigens), metastasis, and immunity.^28–31^ The role of MLVs linking the CNS to peripheral immunity prompted us to study their involvement in the fluid drainage of brain tumors and immunity. One intriguing question is whether MLVs act as a route out of the tumor that can be used for fluid drainage and tumor dissemination. In addition, it is important to determine whether and how MLVs participate in tumor immune responses, although MLVs within the dura mater are not physically close to tumors in the parenchyma.

To investigate the roles of MLVs in the fluid drainage of brain tumors and immunity, we developed two mouse models with GL261 or B16 cells injected beneath the dura or in the striatum. We found that intracranial tumors induced extensive remodeling of dorsal MLVs, while basal MLVs underwent only mild remodeling at the late stage of tumor progression. Consistently, we found that specific pharmacochemical ablation of dorsal MLVs significantly blocked DC trafficking from brain tumors to dCLNs, and reduced the efficacy of anti-PD-1/CTLA-4 combination therapy. Mechanistically, we demonstrated that VEGF-C mediated the potentiation of immunotherapy and this was dependent on CCL21/CCR7 signaling. Our findings demonstrate that the dorsal MLVs play an essential role in brain tumor immunity and might be targeted in brain tumor immunotherapy.

## Results

### Intracranial tumors induce remodeling of dorsal MLVs

Local lymphatic remodeling plays complex and important roles in tumor progression.^32^ To determine whether intracranial tumors are capable of inducing meningeal lymphangiogenesis, we first subdurally injected GL261 glioma cells or B16 melanoma cells, which are both syngeneic to C57BL/6 mice, into C57BL/6 mice (Supplementary information, Fig. S1a). We then investigated the changes of MLVs in mice bearing GL261 or B16 tumors using LYVE-1 immunostaining and found significant lymphatic remodeling, especially in the dorsal meninges 1 week after tumor cell injection (Fig. 1a). We observed clearly dilated vessels positive for LYVE-1 as well as a greater LYVE-1^+^ vessel area along the sinuses in the meninges, especially around the TS (Fig. 1a). Quantification of LYVE-1^+^ vessel diameter and area confirmed lymphangiogenesis in the meninges of tumor-bearing mice (Fig. 1a). Next, we injected GL261 or B16 tumor cells into the striatum of mice (Supplementary information, Fig. S1b). Similarly, dorsal MLV remodeling (widening and sprouting) occurred 2 weeks after tumor injection, and thereafter the MLV network expanded along the TS and SSS in these mice but not in control mice (Fig. 1b).

**Fig. 1:**
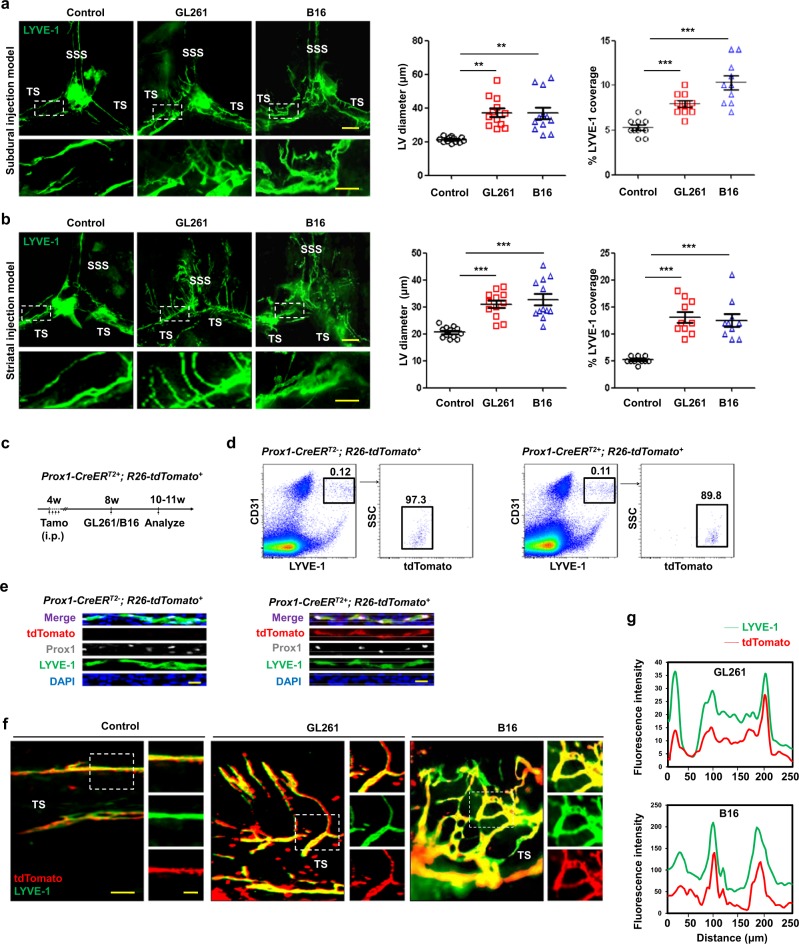
Brain tumors induce dorsal meningeal lymphangiogenesis. **a, b** Left, Representative meningeal LYVE-1 staining 1 week after subdural injection (**a**) and 2 weeks after striatal injection (**b**) of GL261 or B16 cells into WT mice (SSS superior sagittal sinus, TS transverse sinus). Right, Quantification of the diameter (*n* = 12) and percentage area (*n* = 10) of LYVE-1^+^ MLVs around the TS. Scale bars, 500 µm in wide-fields; 100 µm in insets. **c** Schematic diagram of tamoxifen administration and tissue analysis schedule in *Prox1-Cre*^*ERT2+*^*; R26-tdTomato*^*+*^ mice. **d** Representative FACS plots and gating scheme of CD31 + LYVE-1^+^tdTomato^+^ MLECs isolated from normal *Prox1-Cre*^*ERT2*−^; *R26-tdTomato*^*+*^ and *Prox1-Cre*^*ERT2+*^; *R26-tdTomato*^*+*^ mice 3 weeks after tamoxifen induction. **e** Images of Prox1, LYVE-1 staining and tdTomato signals in the TS of meninges from *Prox1-Cre*^*ERT2*−^*; R26-tdTomato*^*+*^ and *Prox1-Cre*^*ERT2+*^*; R26-tdTomato*^*+*^ mice 3 weeks after tamoxifen induction. Scale bars, 20 µm. **f** LYVE-1 staining of MLVs around the TS in *Prox1-Cre*^*ERT2+*^; *R26-tdTomato*^*+*^ mice 2 weeks after subdural injection of GL261 or B16 cells. Scale bars, 100 µm in wide-fields; 50 µm in insets. **g** Co-localization analysis of tdTomato and LYVE-1 in the insets shown in **f**. Data are presented as means ± SEM; each symbol represents an individual mouse. **P < 0.01, ***P < 0.001; two-way ANOVA (**a**, **b**). Data are from at least three independent experiments (**a**–**g**).

The tumors associated with lymphangiogenesis have various LEC origins, such as pre-existing LECs or bone marrow-derived lymphatic progenitor cells.^33^ Since MLECs display a relatively unique signature,^10^ we wondered whether meningeal lymphangiogenesis is derived from different origins. To test this, we used inducible Prox1^+^ LEC-specific lineage-tracing *Prox1-CreER*^*T2+*^*; Rosa26-tdTomato*^*+*^ mice (Fig. 1c). Three weeks after tamoxifen administration, ≥ 89% of the LYVE-1^+^ MLECs expressed tdTomato, indicating efficient targeting by the *Prox1-Cre* transgene (Fig. 1d). In addition, immunostaining for Prox1 and LYVE-1 showed that tdTomato was faithfully expressed in MLECs (Fig. 1e). Whole-mount staining of the MLVs around the TS showed that the expression of LYVE-1 in sprouting MLVs was mostly co-localized with tdTomato (Fig. 1f, g), suggesting that meningeal lymphangiogenesis is at least partially attributable to the sprouting of pre-existing MLECs.

Given the very recent study of basal MLVs,^11^ we wondered whether they also undergo remodeling in response to intracranial tumors. Interestingly, lymphangiogenesis was not evident in basal MLVs even 3 weeks after tumor cell inoculation into the striatum. Quantitation of LYVE-1^+^ vessels revealed a slight increase in their area in 4 weeks (Supplementary information, Fig. S2a). Besides MLV systems, previous reports have suggested that the nasal LVs also contribute to CSF drainage and undergo remodeling in the experimental autoimmune encephalomyelitis-induced neuroinflammation model.^10,12^ However, no changes in the nasal LVs were found in 4 weeks in mice bearing striatal tumors (Supplementary information, Fig. S2b). Notably, our results showed that dorsal MLVs underwent extensive remodeling 2 weeks after tumor inoculation into the striatum (Fig. 1b). These results suggest that dorsal MLVs undergo extensive remodeling in response to brain tumors, whereas basal MLVs and nasal LVs are relatively less sensitive.

### Dorsal MLVs mediate intratumor fluid drainage and the dissemination of intracranial tumor cells to CLNs

To assess the role of the dorsal meningeal lymphatic vasculature in brain tumor progression, we used a pharmacochemical approach to directly ablate the dorsal MLVs. By injecting visudyne, which has been shown to efficiently ablate MLVs with a nonthermal 689-nm laser,^10^ into the cisterna magna of wild-type (WT) mice, MLV-defective mice (Visudyne + Laser) were generated. Mice injected with the vehicle followed by laser treatment served as MLV-intact controls (Vehicle + Laser). This approach resulted in effective ablation of MLVs around the SSS and TS (Fig. 2a, b), and no differences were detected around the basal MLVs or nasal LVs (Supplementary information, Fig. S3a, b) between the MLV-intact and MLV-defective mice, showing that this method selectively ablated the dorsal MLVs. In addition, we found that the ablation of dorsal MLVs did not affect the meningeal blood vessels (Supplementary information, Fig. S4a), consistent with the previous report.^10^ Then we injected GL261 cells or B16 cells into the striatum of MLV-intact and MLV-defective mice, using PBS injection as control. We found that ablation of the dorsal MLVs affected neither tumor angiogenesis nor tumor growth (Supplementary information, Fig. S4b, c). Interestingly, MRI imaging showed that MLV-defective mice displayed aggravated cerebral edema in the parenchyma as indicated by a strong MRI signal change compared with MLV-intact mice (Supplementary information, Fig. S4d), suggesting the involvement of dorsal MLVs in regulation of intratumor drainage. We further examined the relationship between the integrity of MLVs and the size of CLNs in mice with intracranial tumors. Basically, MLV-defective mice without tumors did not display changes in CLN volume (Fig. 2c). We found that the sizes of dCLNs were markedly greater (GL261, ~7.91-fold; B16, ~12.04-fold), and the sizes of superficial CLNs (sCLNs) were slightly greater (GL261, ~1.60-fold; B16, ~1.44-fold) in the tumor-bearing groups than those in the groups without tumors and with intact MLVs (Fig. 2c). In contrast, no differences in CLN volume were found between the tumor-bearing and tumor-free groups in mice with defective MLVs (Fig. 2c). These results suggest that meningeal lymphatics are required for CLN responses to brain tumors. To directly demonstrate that MLVs→CLNs is a functional path draining tumor fluid, we injected 70-kDa fluorescein isothiocyanate (FITC)-dextran into melanomas or gliomas implanted in the striatum and found a significant amount of FITC-dextran accumulation in the CLNs, which was reduced in the CLNs of mice with defective dorsal MLVs (Fig. 2d). These data indicate that the drainage of macromolecules from intracranial tumors to the CLNs is dependent on intact and functional dorsal MLVs. We found no significant differences of LYVE-1^+^ area in dCLNs between MLV-intact mice and MLV-defective mice without tumor injection (Fig. 2d). In addition, MLV-intact tumor-bearing mice exhibited strong lymphangiogenesis in dCLNs, but dCLNs from MLV-defective mice showed little response to tumor (Fig. 2d). These data suggested that the tumor-induced lymphangiogenesis of sentinel LN is dependent on MLV.

**Fig. 2:**
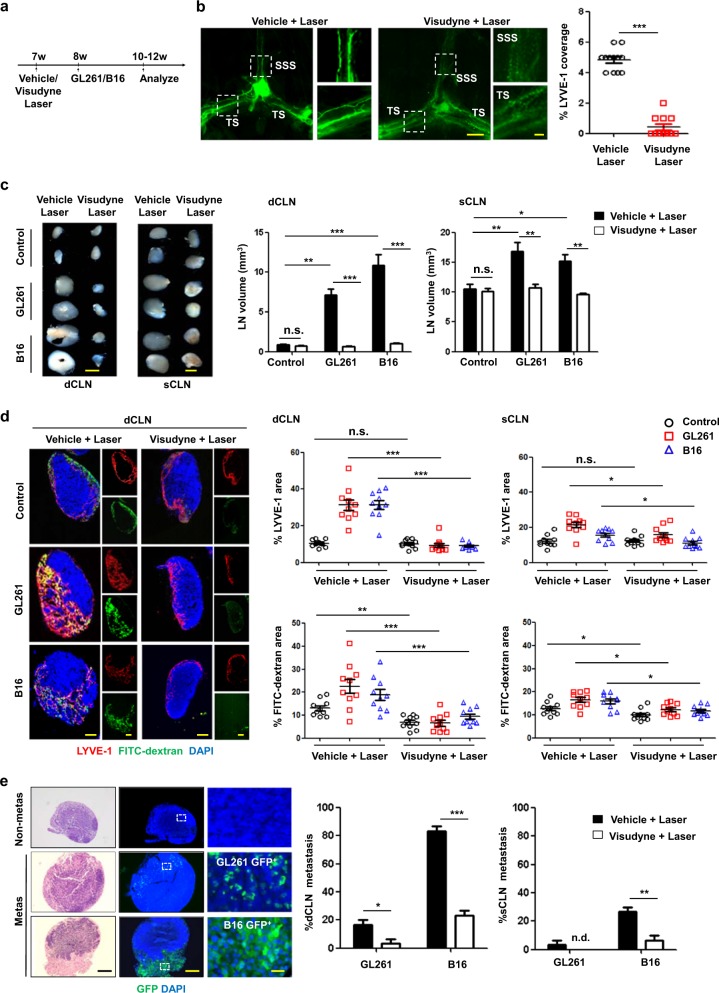
Dorsal meningeal lymphatic vasculature mediates the spread of brain tumor cells to CLNs. **a** Protocol: 7-week-old WT mice were treated with Vehicle + Laser or Visudyne + Laser (to ablate dorsal MLVs), and 1 week later GL261 or B16 cells were injected into the striatum. **b** Left panels, representative meningeal LYVE-1 staining 1 week after mice were treated with Vehicle + Laser or Visudyne + Laser (scale bars, 500 µm in wide-fields; 100 µm in insets). Right panel, quantification of the percentage area of LYVE-1 (*n* = 12). **c** Left panels, representative images of dCLNs and sCLNs 2 weeks after striatal injection of GL261 or B16 cells into mice treated with Vehicle + Laser or Visudyne + Laser (scale bars, 1 mm). Right panels, quantification of the volumes of dCLNs and sCLNs (*n* = 12). **d** Left panels, representative sections of dCLNs showing DAPI, LYVE-1, and FITC-dextran staining 30 min after injection of FITC-dextran into tumors of mice (same site in control mice) treated with Vehicle + Laser or Visudyne + Laser (scale bars, 300 µm). Right panels, quantification of the fraction of LYVE-1 and FITC-dextran area in dCLNs and sCLNs (*n* = 10). **e** Left panels, histology of representative dCLNs containing tumor cell metastases in mice after i.c.m. injection of GL261-GFP^+^ or B16-GFP^+^ cells. Fluorescence micrographs of parallel sections reveal strong GFP expression by metastatic tumor cells. Images on the right correspond to the insets (Non-metas, non metastatic; metas, metastatic; scale bars, 500 µm in wide-fields, 50 µm in insets). Right panels, percentages of GFP^+^ dCLNs and sCLNs (*n* = 20; n.d. not detected). Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. not significant; two-tailed unpaired Student’s *t* test (**b**), or two-way ANOVA (**c–e**). Data are from at least three independent experiments (**a**–**e**).

In recent years, increasing evidence has shown that patients with malignant cerebral tumors develop extracranial metastases, especially after a craniotomy or cranial irradiation, and this usually worsens the prognosis.^34–36^ Given the important roles of LVs in metastasis, we hypothesized that dorsal MLVs contribute to the dissemination of brain tumor cells. To test this, GL261-GFP^+^ or B16-GFP^+^ tumor cells were injected into the cisterna magna (i.c.m.) of WT mice. One week later, we found that GFP^+^ tumor cells overlapped with LYVE-1^+^ MLV structures (Supplementary information, Fig. S5a), suggesting that the GFP^+^ cells invade MLVs. This was confirmed by confocal microscopic analysis using orthogonal sectioning with horizontal and vertical views (Supplementary information, Fig. S5b) and 3-D projection analysis using a confocal program at different angles (Supplementary information, Fig. S5c, d). Although the lymphatic invasion events were observed in basal MLVs, the number of invaded tumor cells was significantly lower than that in dorsal MLVs in both GL261 and B16 models (Supplementary information, Fig. S5e–g). The lymphatic invasion events were hardly detected in nasal LVs (Supplementary information, Fig. S5g). These findings suggest that MLVs serve as the conduit for tumor cell spread. To determine whether tumor cells use dorsal MLVs as routes to further spread to CLNs, GL261-GFP^+^ or B16-GFP^+^ cells were i.c.m. injected into mice with ablated dorsal MLVs (Visudyne + Laser) and control mice (Vehicle + Laser). Two weeks later, we harvested CLNs for histology, and calculated the frequency of GFP^+^CLN for metastasis quantification.^37^ In control groups with intact MLVs, we found that few mice developed dCLN metastasis (5/30, 16.7%) in the GL261 tumor model, but most mice developed dCLN metastasis in the B16 tumor model (25/30, 83.3%). However, ablation of the dorsal MLVs significantly inhibited dCLN metastasis (GL261, 1/30, 3.3%; B16, 7/30, 23.3%) (Fig. 2e). Although rare in tumor-bearing control mice (GL261, 1/30, 3.3%; B16, 9/30, 30.0%), sCLN metastasis was barely detectable in dorsal MLV-defective mice (GL261, 0/30, 0%; B16, 2/30, 6.7%) (Fig. 2e). These findings suggest that sprouting and dilation of the dorsal MLVs may facilitate tumor cell entry and spread to CLNs.

### Dorsal MLVs are required for DC trafficking to dCLNs

To better understand the mechanism underlying the remodeling of dorsal MLVs and gain insights into their involvement in regulating the intracranial tumor environment, we analyzed the transcriptomic profile of MLECs responding to brain tumors. 

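MLECs were compared in 3 groups of mice, which had received PBS, GL261 glioma cells or B16 melanoma cells, with 3 RNA-seq libraries per group. According to the paper, each library came from dorsal meninges pooled from 6 mice, so that the replicates are pools of different animals. The sample labels give 10 sorted cells per library. The paper's methods give 50000 GL261 or 10000 B16 cells per injection under the dura, whereas the labels describe 100000 cells given through the cisterna magna, about 3 weeks (GL261) or 2 weeks (B16) before collection. The labels and the methods name LYVE-1 among the sorting markers, and the results section names PDPN. The authors aligned the read pairs of 150 bp to the mouse genome mm9 with TopHat and deposited the FPKM that Cufflinks gave for each gene in each library, without read counts.

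The paper's Table S1 lists between 1627459 and 10614013 aligned reads per library. The median was 2292748 in control libraries, 9877135 in GL261 libraries and 5101346 in B16 libraries, and each control library had fewer aligned reads than each tumor-associated library. Depth and tumor status can therefore not be separated by design in these 9 libraries. Of 24321 listed genes, 13553 had an FPKM above 0 in at least 1 library and 4525 had one in all 9. The FPKM of a library summed to between 652636 and 693117 in control MLECs and to between 701951 and 888312 in tumor-associated MLECs. Tbp, which every cell transcribes, was listed at 0 in 2 control libraries, so that a value of 0 is given below as listed at 0 and not as absence. Without read counts, no counting error can be attached to a single FPKM.

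Differences are given on the scale log2(FPKM + 1), which understates the change of genes with low FPKM. Differences across genes were tested with limma on the 9955 genes with an FPKM of at least 1 in at least 3 libraries. Single genes and gene lists were compared by two-sided exact permutation tests over the 84 ways to divide 9 libraries into 3 and 6, for which the smallest p is 0.0119. A comparison of 3 libraries with 3 cannot go below p = 0.1 in such a permutation test.

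**Figure D1:**
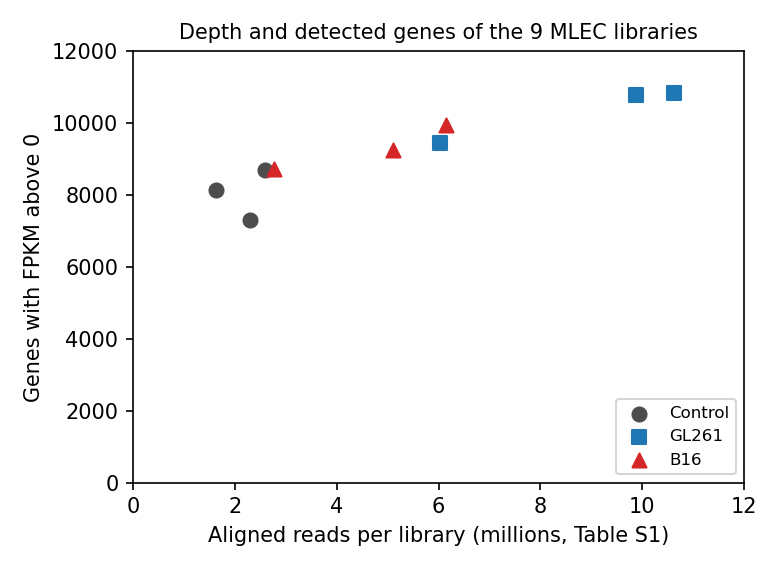
Number of genes with an FPKM above 0 against the aligned reads of Table S1 for each of the 9 MLEC libraries, with 1 symbol per group. The control libraries held 7303 to 8688 such genes, the GL261 libraries 9456 to 10852 and the B16 libraries 8736 to 9950.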

First, 2 weeks after subdural injection of GL261 cells, B16 cells, or PBS as control into mice, dorsal meninges were carefully excised and digested for MLEC sorting, and RNA-seq was performed to investigate the transcriptomic characteristics of tumor-associated MLECs (Supplementary information, Table S1). The MLECs were sorted by gating with a CD45^−^CD31^+^PDPN^+^ strategy (Supplementary information, Fig. S6a), as previously reported.^8^ 

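Principal components were computed with prcomp from all genes with an FPKM above 0 in at least 1 library, centred and not scaled. PC1 carried 25.9% of the variance (jackknife standard error 2.81 over the libraries) and PC2 carried 16.6%. On PC1 the control MLECs scored -139.6, -54.9 and -84.7, and the 6 tumor-associated MLEC libraries scored between 36.6 and 56.3. The control libraries were far apart from one another on PC2, from -119 to 106, while the tumor-associated libraries lay between 3.73 and 14.8. The mean Euclidean distance between 2 control libraries was 225.8, which was no smaller than the mean distance of 222.9 between a control and a GL261 library or a control and a B16 library. Libraries of the same tumor were closer, at a mean distance of 157.1 for GL261 and 177.6 for B16, and a GL261 and a B16 library were 172.9 apart on average. The pseudo-F of a PERMANOVA of control against tumor-associated MLECs was 2.32, the highest of the 84 divisions of the libraries (exact permutation test, p = 0.0119). Between GL261 and B16 MLECs the pseudo-F was 1.20 (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Scaling each gene to unit variance moved these values most, to 20.6% on PC1 and a pseudo-F of 1.74, and the control libraries were still apart on PC1.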

Principal component analysis revealed distinct clusters of control and tumor-associated MLECs (Supplementary information, Fig. S6b). The populations in each group generally expressed genes that encode classical LEC markers, with no significant differences (Supplementary information, Fig. S6c). 

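The 6 genes of Fig. S6c (Pecam1, Lyve1, Flt4, Pdpn, Prox1 and Ccl21c) each had an FPKM above 0 in all 9 libraries. Flt4, which encodes VEGFR3 and lies on chromosome 11 of mm9 from 49422765 to 49466241, had an FPKM of 199 ± 23.4 (SD, n = 3) in control MLECs and 59.4 ± 24.0 (SD, n = 6) in tumor-associated MLECs. The log2 difference was -1.80 (standard error 0.37, adjusted p = 0.0160 from limma with Benjamini-Hochberg adjustment over the genes tested). Each tumor-associated library was below each control library (exact permutation test, p = 0.0119), and with any 1 library left out the difference stayed between -1.98 and -1.70. Prox1, on chromosome 1 from 191945660 to 191994559, had 32.3 ± 10.7 (SD, n = 3) FPKM in control and 4.93 ± 5.73 (SD, n = 6) in tumor-associated MLECs, a log2 difference of -2.79 (standard error 0.73, adjusted p = 0.0509 from limma). Its tumor-associated libraries were also all below the control libraries, with 16.5 FPKM in GL261 replicate 3 and 1.87 to 3.72 in the others.

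Ccl21c, on chromosome 4 from 42391951 to 42393082, differed by -3.32 (standard error 0.78, limma's adjusted p = 0.0320). Of the 16 alternatives run, Ccl21c lost the threshold of 0.05 in 8 and Flt4 in 3. Its value is uncertain on its own, because the coding sequences of Ccl21a, Ccl21b, Gm1987, Gm10591 and Gm13304 on the same chromosome differ from it at no more than 2 of 402 bases. The 3 genes whose names begin with Gm were added after their values had been seen. The FPKM of the 6 copies summed to 67810 ± 10170 (SD, n = 3) in control, 3629 ± 2283 (SD, n = 3) in GL261 and 15540 ± 8350 (SD, n = 3) in B16 libraries. This sum made up 8.79% to 11.35% of all FPKM in control MLECs and 0.18% to 3.14% in tumor-associated MLECs.

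The other markers were not past limma's adjusted threshold. Pdpn and Lyve1 overlapped between the groups, with log2 differences of -1.48 (adjusted p = 0.235 from limma) and -0.36 (limma's adjusted p = 0.629). In Pecam1 each tumor-associated library was above each control library, with a log2 difference of 0.67 (adjusted p = 0.222 from limma). Adjusted over the 6 genes alone, limma's p was under 0.05 for 5 of them, all but Lyve1. The mean log2(FPKM + 1) of the 6 genes was 8.69 ± 0.20 (SD, n = 3) in control and 7.18 ± 0.67 (SD, n = 6) in tumor-associated MLECs, and 2 of the 84 divisions gave a difference as large as the observed -1.51 (exact permutation test, p = 0.0238). When the log2 of the aligned reads entered the model, the differences of Flt4 and Ccl21c were -0.86 and -0.64 with adjusted p of 0.611 and 0.854 from limma, and those of Lyve1 and Pdpn turned to 0.44 and 0.56. Prox1 and Pecam1 kept their direction, at -2.39 and 0.52 (adjusted p of 0.531 and 0.759 from limma).

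**Figure D2:**
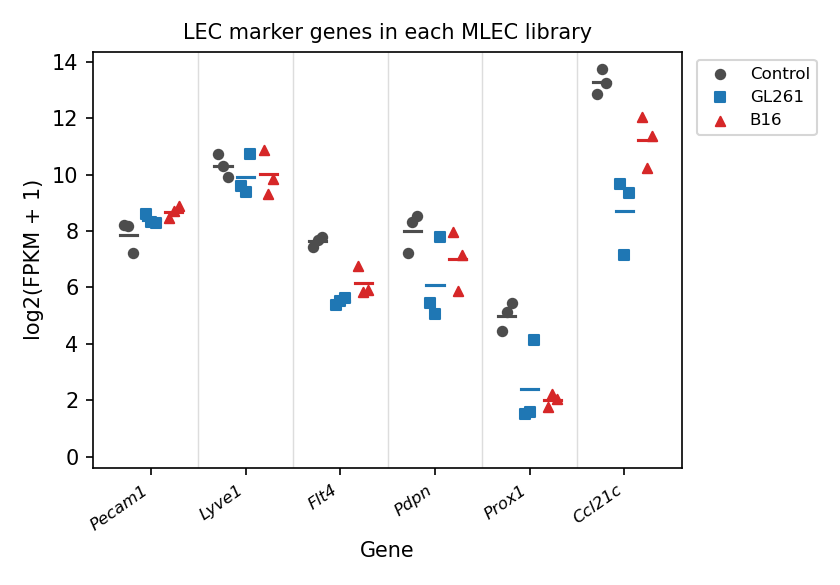
The log2(FPKM + 1) of the 6 LEC marker genes in each of the 3 control, 3 GL261 and 3 B16 MLEC libraries (points), with the mean of each group as a line. The tumor-associated points of Flt4, Prox1 and Ccl21c lie below all control points, and those of Lyve1 and Pdpn overlap with them.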

We next investigated the differences in their transcriptional profiles. 

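The area under the ROC curve, the measure named in the methods, was computed per gene from the FPKM as deposited, with a power above 0.4, a natural-log fold of at least 0.25 and detection in at least 10% of the libraries of a group, the defaults of the Seurat function. The methods apply the test to normalized FPKM, and the sentences before state a conversion to log2(FPKM + 1), which leaves the ranks and so the area unchanged but can alter the fold. On the deposited FPKM 3318 genes were higher and 2073 were lower in tumor-associated than in control MLECs, together 39.8% of the genes with an FPKM above 0. After LogNormalize to 10000 per library, the default of Seurat, 521 genes were higher and 610 were lower. For values without ties, 38.1% of the possible rank orders of 3 and 6 libraries reach this power without any group effect. Complete separation of both groups, which chance gives for 2.38% of genes, was found for 605 higher and 442 lower genes among those tested by limma, or 10.5%.

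With limma, 391 genes had an adjusted p under 0.05 in tumor-associated against control MLECs, 289 higher and 102 lower. Against the control, 347 genes (257 higher, 90 lower) passed in GL261 MLECs and 210 (160 higher, 50 lower) in B16 MLECs. Between both tumors 1 gene passed, B2m, and 548 had an unadjusted p under 0.05. The count for tumor against control moved most when the log2 of the aligned reads was added to the model, which left 9 genes.

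All 219 genes that the paper's Table S2 lists as upregulated had a power above 0.4 here and were higher in tumor-associated MLECs, and 113 of them did not overlap between the groups. Limma's adjusted p was under 0.05 for 110 of them over all genes tested and for 186 when adjusted over the genes of Table S2 alone, which were chosen on these same libraries. Of these 219 genes, 217 were listed at 0 in at least 1 control library and 65 in all 3. Of the 100 genes listed as downregulated, 99 had a power above 0.4, 49 did not overlap, and 29 passed limma over all genes (72 over Table S2). None of the 319 genes had an FPKM above 0 in all 9 libraries.

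Among genes past limma's threshold without overlap, the 5 largest increases were in Igfbp3, Ly6c1, Ly6a, Fam167b and Tmem252. Ly6c1 and Ly6a are also on the whole list of blood endothelial genes used further below. Igfbp3, on chromosome 11 from 7106089 to 7113926, rose from 0.578 ± 0.263 FPKM (SD, n = 3) to 2627 ± 685 (SD, n = 6), a log2 difference of 10.67 (standard error 0.31, adjusted p = 3.76e-10 from limma), and is not in Table S2. Ly6c1 was listed at 0 in all 3 control libraries and had 393 to 4375 FPKM in the tumor-associated libraries (limma, adjusted p = 3.61e-06). The 5 largest decreases were in Cyp4b1, Gm525, Fam180a, Cd36 and Pxmp2. Of the 16 alternatives run, Cyp4b1 lost the threshold of 0.05 in 9, Cd36 in 3, Fam180a in 2 and the others in 1. Gm525 fell from 1242 ± 406 FPKM (SD, n = 3) to 58.2 ± 66.9 (SD, n = 6), a log2 difference of -5.0 (standard error 0.71, adjusted p = 0.00162 from limma). Cyp4b1 had 259 to 576 FPKM in control libraries, was listed at 0 in 2 GL261 libraries and reached 50.9 in the highest B16 library (log2 difference -5.39, limma's adjusted p = 0.0346).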

Compared to control MLECs, 219 genes were upregulated and 100 downregulated (power > 0.4) in tumor-associated MLECs by differential expression analysis (Supplementary information, Table S2; Fig. 3a). Gene Ontology analysis showed functional alterations in the MLECs responding to brain tumors. 

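The deposited data do not give the gene members of the Gene Ontology terms, so 10 genes of Table S2 with roles in these processes were taken one by one. Of these, Nos3 and Aplnr are also on the whole list of blood endothelial genes used further below. RNA from blood endothelial cells among the sorted cells could therefore raise them as well. Nos3, which encodes eNOS and lies on chromosome 5 from 23870628 to 23890292, had 0, 2.80 and 1.27 FPKM in the control libraries and 8.10 to 56.0 in the tumor-associated libraries. Its log2 difference was 3.62 (standard error 0.76, adjusted p = 0.0186 from limma). Nostrin, whose product binds eNOS, was listed at 0 in all 3 control libraries and had 5.29 FPKM in B16 replicate 1 and 48.9 to 117 in the other tumor-associated libraries (limma's adjusted p = 0.00198).

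For the regulation of cell shape, Cdc42ep3 had 0.303 FPKM in control replicate 2, was listed at 0 in the other control libraries and had 38.0 to 247 in tumor-associated MLECs (log2 difference 6.49, limma's adjusted p = 1.37e-04). Baiap2 and Cdc42ep5 rose by 3.49 and 3.28 on the log2 scale with overlapping groups, at adjusted p of 0.0383 and 0.0998 from limma. Baiap2 lost the threshold of 0.05 in 12 of 16 alternatives.

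Among genes of angiogenesis, Rgcc had 9.26, 0 and 1.22 FPKM in control and 74 to 1411 FPKM in tumor-associated MLECs (log2 difference 6.81, limma's adjusted p = 7.91e-04). Aplnr was listed at 0 in all control libraries and had 0.293 to 107 FPKM in the tumor-associated libraries (limma's adjusted p = 0.0431, with the threshold lost in 10 of 16 alternatives). Vegfc, on chromosome 8 from 55162886 to 55271808, was listed at 0 in all control libraries and in B16 replicate 1, and had 15.5 to 75.9 FPKM in the other tumor-associated libraries (limma's adjusted p = 0.0584). Edn1 and Hbegf overlapped between the groups, and their adjusted p from limma was 0.201 and 0.157. When the log2 of the aligned reads entered the model, Cdc42ep3 was the only 1 of these 10 genes with an adjusted p under 0.05 from limma (0.0283).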

There were changes in several pathways associated with MLV remodeling and lymphatic flow regulation, such as regulation of cell shape, angiogenesis, eNOS activation and regulation, and regulation of body fluid level (Fig. 3b). Clearly, several pathways associated with the immune response were significantly activated in tumor-associated MLECs, such as immune effector process and antigen processing and presentation (Fig. 3b). 

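Genes of antigen presentation outside Table S2 were compared as lists, each by its mean log2(FPKM + 1) and by limma's camera test. The 6 genes of MHC class II were all higher on average in tumor-associated MLECs, by 1.68 (camera p = 0.0132, adjusted to 0.0219 over the 5 lists tested), and 6 of the 84 divisions gave a mean difference as large (exact permutation test, p = 0.0714). A camera p as small was given by 16 of the 84 divisions. The list for MHC class I held H2-K1, H2-D1 and B2m beside genes of antigen processing such as Tap1, Psme1 and Calr. Its 13 genes differed by 0.55, with 9 higher (camera p = 0.406, exact permutation p = 0.298). The 26 interferon-stimulated genes differed by 0.68, with 15 higher (camera p = 0.370, exact permutation p = 0.393). The direction of the latter lists depended on whether depth was in the model, which cannot separate depth from tumor status well. The model cannot separate depth from tumor type well either, with a median of 9877135 aligned reads in GL261 and 5101346 in B16 libraries. With the log2 of the aligned reads in the model, MHC class I differed by -0.56 and the interferon-stimulated genes by -0.93, with camera p of 0.0217 and 0.00452 from limma.

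Within the tumor-associated group, GL261 and B16 libraries lay apart for MHC class I. The mean of the MHC class I genes was 6.00 to 6.93 in control, 7.60 to 7.96 in GL261 and 6.08 to 6.73 in B16 libraries. B2m, on chromosome 2 from 121973422 to 121978819, had 6074 ± 1697 FPKM in control, 17140 ± 1465 in GL261 and 3302 ± 207 in B16 libraries (SD, n = 3 each). It was higher in GL261 than in B16 MLECs by 2.37 on the log2 scale (standard error 0.18, adjusted p = 2.0e-04 from limma), and differed from the control by 1.53 in GL261 (limma's adjusted p = 0.00103) and by -0.84 in B16 MLECs (limma's adjusted p = 0.0329).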

Of note, gene sets enriched in antigen processing and presentation pathway consisted of some genes implicated in LEC-immune cell interaction^38,39^ (Fig. 3c). This profile strongly suggests a potentially important role of MLVs in the generation of immune responses against brain tumors. It is known that local LVs are critical for DC trafficking from tumor tissues to draining LNs and the activation of immune responses^40^; thus we assumed that dorsal MLVs would assist in DC trafficking from brain tumors to CLNs. 

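The 10 genes of Fig. 3c (H2-Ab1, H2-Eb1, H2-Aa, H2-Q8, H2-Q9, Procr, 1500011B03Rik, Psmb9, Icam1 and Psmb8) had been selected from these libraries, so a test on them does not stand apart from that selection. Their mean log2(FPKM + 1) was 0, 2.50 and 3.20 in the control libraries, 6.06 to 7.48 in the GL261 libraries and 3.42 to 5.18 in the B16 libraries. The difference of 3.63 between tumor-associated and control MLECs was the largest of the 84 divisions (exact permutation test, p = 0.0119), and it was 2.68 without control replicate 1, in which all 10 genes were listed at 0 (exact permutation test, p = 0.0714).

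Limma's adjusted p was under 0.05 for H2-Q9, Procr and 1500011B03Rik over all genes tested. Of the 16 alternatives run, H2-Q9 lost this threshold in 10, 1500011B03Rik in 5 and Procr in 1. Procr, on chromosome 2 from 155576853 to 155581207, had 0, 12.9 and 1.30 FPKM in control libraries and 48.3 to 459 in tumor-associated libraries (log2 difference 5.11, standard error 0.85, adjusted p = 0.00481 from limma). H2-Q9 was listed at 0 in 2 control libraries and at 1e-06 in the other and had 1.48 to 102 FPKM in tumor-associated MLECs (limma's adjusted p = 0.0312). H2-Q8 was listed at 0 in all 3 control libraries, had 99.6 to 223 FPKM in GL261 libraries and 15.5, 0.00179 and 0.00196 in B16 libraries (limma's adjusted p = 0.188). The values of H2-Q8 and H2-Q9 are uncertain, since reads can be shared between members of this multigene family. Icam1 was higher in each tumor-associated library, at 95.5 to 211 FPKM, than in the control libraries, at 0, 68.4 and 17.5 (log2 difference 3.53, adjusted p = 0.0577 from limma).

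The MHC class II genes H2-Ab1, H2-Eb1 and H2-Aa were listed at 0 in the same 2 control libraries. In the remaining control library they had 72.7, 14.4 and 9.95 FPKM, and H2-Ab1 had 100 to 338 FPKM in GL261 libraries and 56.3, 0 and 24.3 in B16 libraries. Their adjusted p from limma was 0.302, 0.350 and 0.398. Psmb8 and Psmb9 rose by 3.45 and 2.14 on the log2 scale with overlapping groups (adjusted p of 0.123 and 0.510 from limma), and Psmb9 was listed at 0 in control replicate 1 and in B16 replicate 1. From the enriched terms and from genes of this list that take part in contact between LECs and immune cells, the paper proposes that MLVs play a role in generating immune responses to brain tumors.

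**Figure D3:**
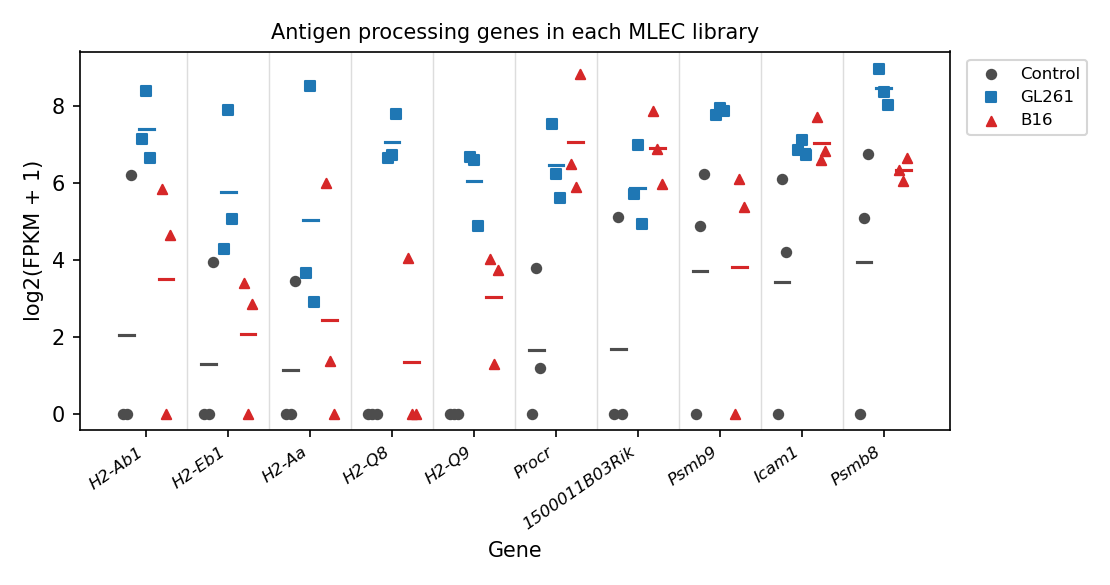
The log2(FPKM + 1) of the 10 antigen processing genes in each of the 9 MLEC libraries (points), with the mean of each group as a line. All 10 genes sit at 0 in 1 control library, and the GL261 points of H2-Q8 lie above those of all other libraries.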

To test this, we quantified DC trafficking after dorsal MLV ablation by intratumoral injection of 0.5 μm FITC-labeled beads that are too large to flow into LVs and instead must be taken up by DCs in the tumor before being transported to dCLNs.^41^ As expected, we found that CD11c^+^MHCII^+^FITC^+^ cells in the dCLNs were dramatically reduced in dorsal MLV-defective mice (Supplementary information, Fig. S7a; Fig. 3d), suggesting that dorsal MLVs are critical for the trafficking of DCs to dCLNs.

**Fig. 3:**
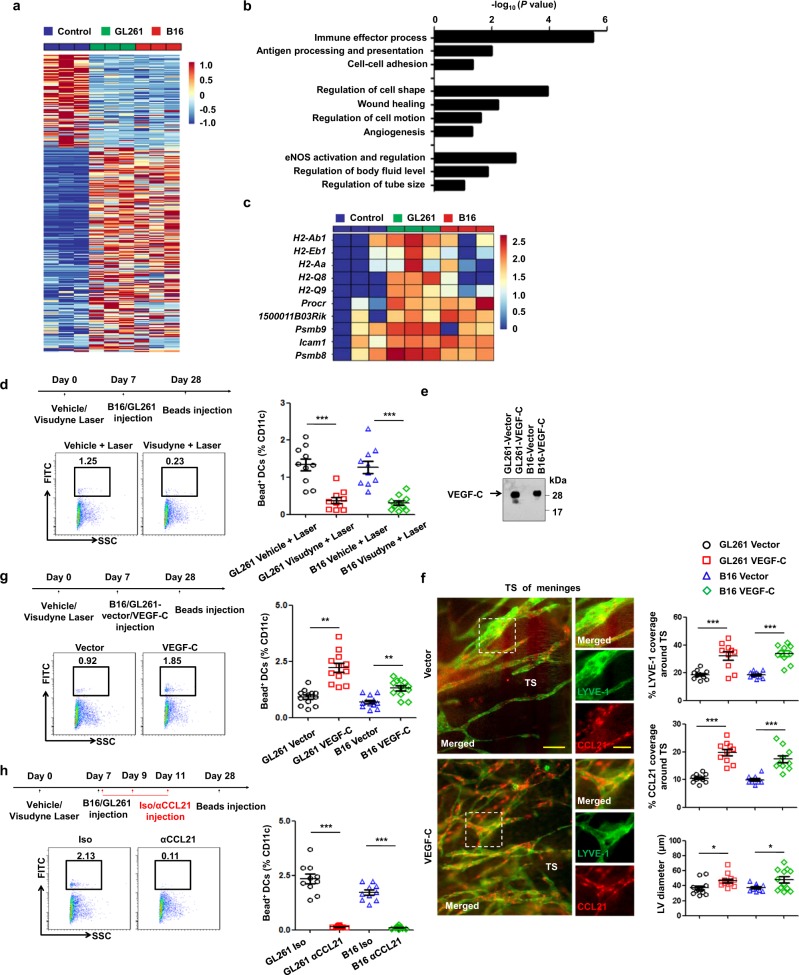
Dorsal MLVs are the main route for immune cell entry to draining CLNs. **a** Heat map of DEGs (Up, 219; Down, 100; power > 0.4). **b**, **c** Gene sets involved in lymphatic remodeling, fluid drainage, as well as inflammatory and immunological responses as shown by the representative upregulated pathways in GL261 tumor-associated and B16 tumor-associated MLECs compared to control MLECs (**b**), and heat map of DEGs enriched in the antigen processing and presentation pathway (**c**). **d** Left panels, treatment scheme and representative flow cytometry dot plots of DC trafficking from GL261 tumors to dCLNs in mice treated with Vehicle + Laser or Visudyne + Laser, determined by the quantity of CD11c^+^MHCII^+^FITC^+^ cells in the dCLNs 24 h after intratumoral injection of FITC-labeled latex beads. Right panel, quantification of Bead^+^ DCs in the dCLNs of mice treated with Vehicle + Laser or Visudyne + Laser. **e** Immunoprecipitation of secreted VEGF-C protein (arrow) in conditioned medium from GL261-Vector, GL261-VEGF-C, B16-Vector, and B16-VEGF-C cells. **f** Left panels, LYVE-1 and CCL21 staining of MLVs in mice bearing Empty and VEGF-C-overexpressing GL261 tumors in the striatum (scale bars, 100 µm in wide-fields; 50 µm in insets). Right panels, quantification of the percentage area of LYVE-1 and CCL21 (*n* = 10). **g** Left panels, treatment scheme and representative flow cytometry dot plots of DC trafficking in the dCLNs of mice bearing GL261 tumors overexpressing Vector or VEGF-C. Right panel, quantification of bead^+^ DCs in dCLNs (*n* = 10). **h** Left panels, treatment scheme and representative flow cytometry dot plots of DC trafficking in the dCLNs of GL261 tumor-bearing mice treated with CCL21 (αCCL21)- or IgG (Iso)-blocking antibodies. Right panel, quantification of bead^+^ DCs in dCLNs (*n* = 10). Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; two-way ANOVA (**d**, **f–h**). Data are from at least two (**a**–**c**) or three (**d**–**h**) independent experiments.

As the absence of MLVs impaired DC trafficking to dCLNs, we hypothesized that enhanced meningeal lymphangiogenesis would promote this process. Here, we established stable lines of GL261 and B16 cells overexpressing Vector and VEGF-C. VEGF-C protein secreted into the conditioned medium was enriched by immunoprecipitation and further assessed by western blot analysis (Fig. 3e). Then we injected these cells into the striatum of WT mice. Notably, dorsal MLV density and size were significantly higher in the VEGF-C group than in the Vector group (Fig. 3f), suggesting that VEGF-C promotes tumor-associated meningeal lymphangiogenesis. We then quantified the DC trafficking in the Vector and VEGF-C groups. As expected, DC trafficking was markedly greater in the VEGF-C group than in the Vector group (Fig. 3g). These data suggest that VEGF-C-induced lymphangiogenesis enhances DC trafficking to dCLNs. Because MLEC-derived CCL21 was significantly increased along with enhanced meningeal lymphangiogenesis by VEGF-C (Fig. 3f), we further administered CCL21-blocking antibody to the group overexpressing VEGF-C in order to determine whether CCL21 mediates the process. After CCL21 blockade, a significant reduction in FITC-labeled DCs in the dCLNs was observed in both GL261 and B16 tumors overexpressing VEGF-C (Fig. 3h). Taken together, these results suggest that dorsal MLVs mediate the DC trafficking from brain tumors to dCLNs at least in part via the VEGF-C-CCL21/CCR7 signaling pathway.

### Ablation of dorsal MLVs impairs the efficacy of anti-PD-1/CTLA-4 against intracranial tumors

Since the lymphatic transport of fluid, antigens, and DCs is critical for activation of the immune response,^42^ we predicted that ablation of dorsal MLVs would change immune cell infiltration in intracranial tumors. As expected, the numbers of CD45^+^, CD68^+^, and CD3e^+^ cells were dramatically reduced both in GL261 and B16 tumors after dorsal MLVs were disrupted (Supplementary information, Fig. S8). These results led us to investigate the role of MLVs in immunotherapy against intracranial tumors. We initiated anti-PD-1/anti-CTLA-4 combination treatment on days 6, 9, 12, 15, 18, and 21 after injection of GL261 cells or B16 cells (Fig. 4a). It has been reported that anti-PD-1 immunotherapy activates T cells in tumor-draining LNs, which contribute to the antitumor response.^29^ We further investigated the impact of CLN resection on the antitumor efficacy of anti-PD-1/anti-CTLA-4 therapy. In control mice, this combination treatment significantly prolonged survival in our model compared to mice receiving IgG antibody. However, the absence of CLNs significantly reduced the treatment efficacy against GL261 tumors and B16 tumors (Supplementary information, Fig. S9a, b). These results suggest that CLNs are necessary in brain tumor immunotherapy.

**Fig. 4:**
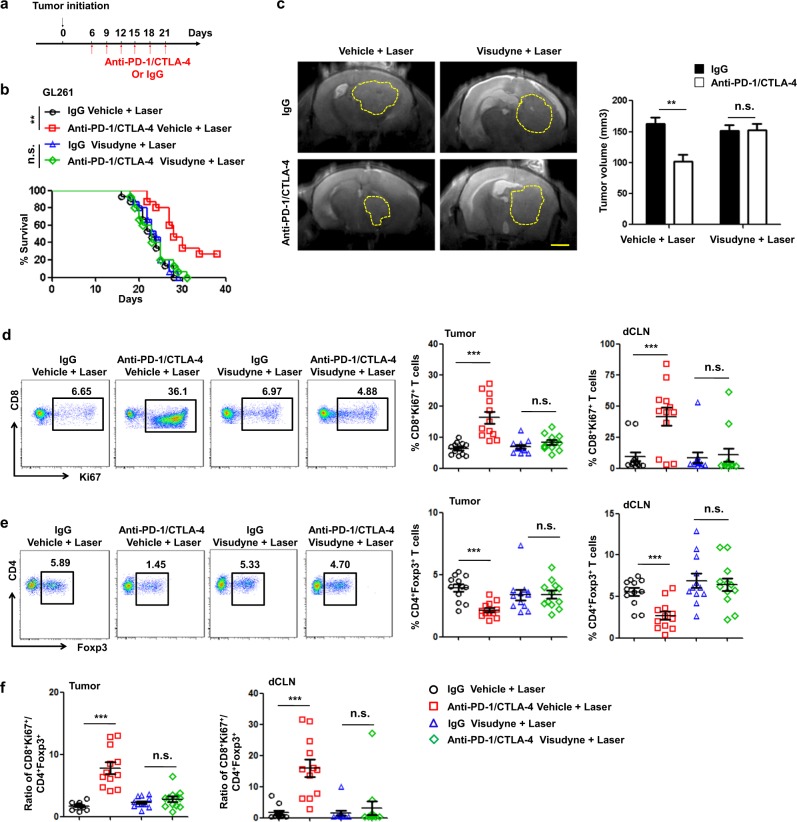
Ablation of dorsal MLVs inhibits anti-brain tumor immune responses. **a** Monitoring and treatment scheme of the administration of anti-PD-1/CTLA-4 or IgG controls (days 8, 9, 12, 16, 18, and 21). **b** Survival of mice treated with Vehicle + Laser or Visudyne + Laser and striatal GL261 tumor injection following the administration of anti-PD-1/CTLA-4 or IgG antibodies (*n* = 15). **c** Representative T2-weighted single brain slices (left panels) and quantification (right panel) of tumor volume in MLV-intact and MLV-defective mice bearing striatal GL261 tumors (*n* = 8). Dashed lines indicate tumor margin. Scale bar, 3 mm. **d** Representative flow cytometry plots of CD8^+^Ki67^+^ T cells in dCLNs (left) and quantification (right) in tumors and dCLNs as percentages of overall CD45^+^ cells on day 14 after inoculation (*n* = 12). **e** Representative flow cytometry plots of CD4^+^Foxp3^+^ T cells in dCLNs (left) and quantification (right) in tumors and dCLNs as percentages of overall CD45^+^cells on day 14 after inoculation (*n* = 12). **f** Ratios of CD8^+^Ki67^+^ T cells to CD4^+^Foxp3^+^ Tregs in tumors and dCLNs. Data are presented as means ± SEM. **P < 0.01, ***P < 0.001, n.s. not significant; long-rank (Mantel–Cox) test (**b**); two-way ANOVA (**c**-**f**). Data are from at least three (**a**, **b**, **d**–**f**) or two (**c**) independent experiments.

As described above, DC trafficking into CLNs was impaired when dorsal MLVs were interrupted, therefore we predicted that the anti-PD-1/CTLA-4 combination treatment against brain tumors would have poor effects in MLV-defective mice. Indeed, the combination therapy significantly prolonged survival only in tumor-bearing MLV-intact mice but not in MLV-defective mice (Fig. 4b; Supplementary information, Fig. S9c). Consistent with the survival data, tumor volume, as measured by MRI and GFP, as well as tumor weight significantly decreased in MLV-intact mice after anti-PD-1/CTLA-4 treatment (Fig. 4c; Supplementary information, Fig. S10a–c). As previously reported, this combination therapy activates T cells in both tumor microenvironment and draining LNs, which contribute to the antitumor response.^29,43^ To evaluate the immunological response in brain to this combination therapy, we isolated intracranial tumors and CLNs from GL261-bearing mice, and analyzed the tumor-infiltrating immune cells by flow cytometry as previously reported^28^ (Supplementary information, Fig. S7b, c). Surprisingly, flow cytometry analysis revealed that the therapy strongly increased the total number of CD8^+^ T cells and CD8^+^ Ki67^+^ T cells, and decreased the number of CD4^+^Foxp3^+^ Tregs in both tumors and dCLNs, which reached statistical significance in MLV-intact mice (Fig. 4d–f; Supplementary information, Fig. S11a). Beyond that, the rate of interferon-gamma (IFN-γ)-producing CD8^+^ T cells was significantly increased in MLV-intact mice but not in MLV-defective mice after anti-PD-1/CTLA-4 treatment (Supplementary information, Figs. S7d and S11b). Taken together, these results suggest that dorsal MLVs are critical in immunotherapy against intracranial tumors.

### Enhancement of immunotherapy by VEGF-C is dependent on CCL21/CCR7 signaling

Given the importance of the meningeal lymphatic vasculature for successful immunotherapy, we hypothesized that enhanced meningeal lymphangiogenesis would potentiate the susceptibility to immunotherapy. Accordingly, we found that, following the administration of anti-PD-1/CTLA-4, mice bearing tumors overexpressing VEGF-C showed longer survival than mice bearing control tumors (Fig. 5a). Consistently, mice bearing tumors overexpressing VEGF-C displayed decreased tumor volumes and tumor weight compared to Vector group (Fig. 5b, c; Supplementary information, Fig. S10d–f). Notably, these beneficial effects of VEGF-C overexpression was abolished in MLV-defective mice (Supplementary information, Fig. S12), suggesting the importance of intact MLV structure. Next, we investigated the mechanisms underlying the treatment effects by assessing immune cell subsets in brain tumors and dCLNs. We found that anti-PD-1/CTLA-4 treatment increased the CD8/Treg ratios within tumors and dCLNs in both the VEGF-C and Vector groups. However, the CD8/Treg ratio was significantly higher in the VEGF-C than in the Vector groups (Fig. 5d–f). The stronger immune response may be closely associated with the enhanced DC trafficking in the group overexpressing VEGF-C compared to the Vector group (Fig. 3g). These results suggest that increased DC trafficking to dCLNs under enhanced meningeal lymphangiogenesis elicits stronger immune responses.

**Fig. 5:**
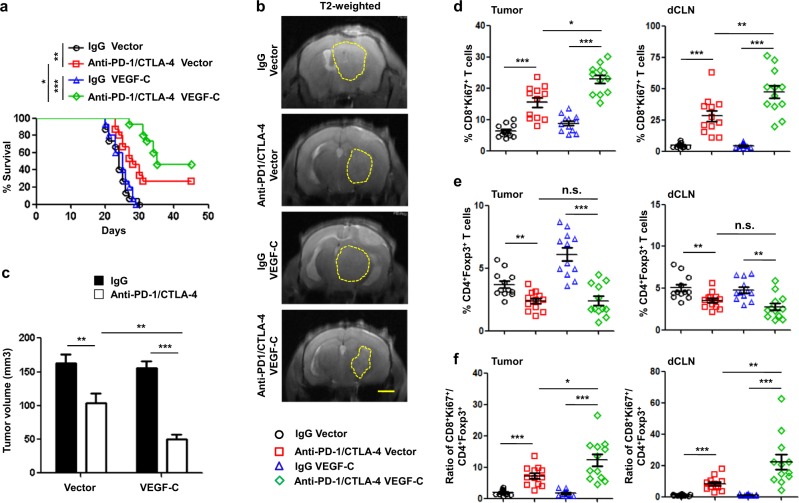
High level of tumor-derived VEGF-C improves anti-PD-1/CTLA-4 efficacy. **a** Survival of mice with striatal Vector- or VEGF-C-overexpressing GL2161 tumors following the administration of anti-PD-1/CTLA-4 or IgG controls (*n* = 15). **b** Representative T2-weighted single brain slices from mice with intracranial injection of GL261 cells overexpressing Vector or VEGF-C (*n* = 6). Scale bar, 3 mm. **c** Tumor volumes in mice with striatal injection of GL261 cells overexpressing Vector or VEGF-C (*n* = 6). **d, e** Quantification of CD8^+^Ki67^+^ T cells (**d**) and CD4^+^Foxp3^+^ T cells (**e**) as percentages of overall CD45^+^ cells in tumors and in dCLNs on day 14 after inoculation (*n* = 12 in each). **f** Ratios of CD8^+^Ki67^+^ T cells to Tregs in tumors and in dCLNs. Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. not significant; long-rank (Mantel–Cox) test (**a**); two-way ANOVA (**c**–**f**). Data are from at least three (**a**, **d**–**f**) or two (**b**, **c**) independent experiments.

Next, we wanted to know whether the CCL21/CCR7 pathway mediates the facilitation of antitumor immunotherapeutic effects induced by VEGF-C overexpression. To test this, isotype IgG control or anti-CCL21 and anti-CCR7 antibodies were each administered to mice bearing GL261 control tumors or tumors overexpressing VEGF-C, followed by anti-PD-1/CTLA-4 treatment a few days later to avoid cofounding effects (Fig. 6a). Under these conditions, anti-CCL21 and anti-CCR7 antibodies abolished survival benefit of anti-PD-1/CTLA-4 for mice with GL261 tumors overexpressing VEGF-C (Fig. 6b). Consistently, the tumor volumes were significantly larger in the anti-CCL21 and anti-CCR7 treatment groups than in the IgG control group (Fig. 6c). Interestingly, the swelling of dCLNs was weakened after anti-CCL21 or anti-CCR7 treatment in tumor-bearing mice (Fig. 6d). We further analyzed the lymphocyte changes within tumors and dCLNs from these mice. CD8^+^Ki67^+^ T cells were dramatically decreased within tumors and dCLNs after anti-CCL21 or anti-CCR7 treatment (Fig. 6e). Although CD4^+^Foxp3^+^ Tregs showed no significant differences from mice treated with IgG antibodies (Fig. 6f), the ratios of CD8^+^Ki67^+^ T cells/CD4^+^Foxp3^+^ Tregs significantly differed between the antibody-blocking and control groups (Fig. 6g). Collectively, CCL21 or CCR7 blockade reversed the increased efficacy in mice bearing tumors overexpressing VEGF-C in response to anti-PD-1/CTLA-4 therapy, suggesting that VEGF-C may potentiate checkpoint therapy and this is dependent on the CCL21/CCR7 pathway.

**Fig. 6:**
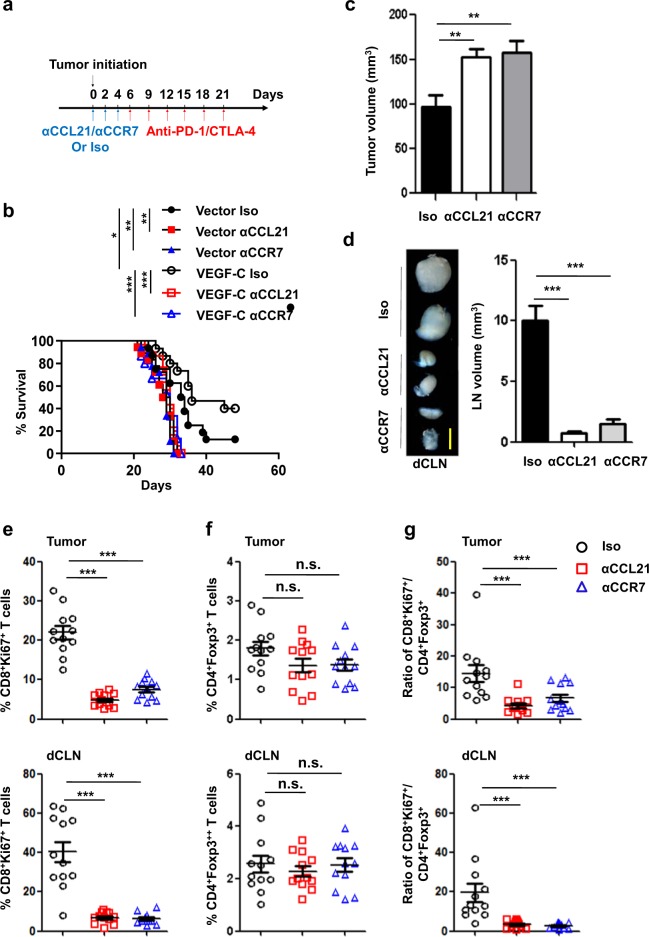
Enhancement of immunotherapy by VEGF-C is dependent on CCL21/CCR7 signaling. **a** Monitoring and treatment scheme. CCL21/CCR7 were blocked on days 0, 2, and 4 before the administration of anti-PD-1/CTLA-4 antibodies. **b** Survival of mice with striatal Vector- or VEGF-C-overexpressing GL2161 tumors following the administration of anti-CCL21, anti-CCR7, or IgG (Iso) antibodies combined with anti-PD-1/CTLA-4 antibodies (*n* = 15). **c** Tumor volumes in mice with striatal injection of GL261 cells overexpressing VEGF-C following the administration of anti-CCL21, anti-CCR7, or IgG (Iso) antibodies combined with anti-PD-1/CTLA-4 antibodies (*n* = 8). **d** Examples (left) and quantification (right) of dCLN volume after GL261 cell injection followed by the administration of anti-CCL21, anti-CCR7, or IgG (Iso) antibodies combined with anti-PD-1/CTLA-4 antibodies (*n* = 12). Scale bar, 1 mm. **e, f** Quantification of CD8^+^Ki67^+^ T cells (**e**) and CD4^+^Foxp3^+^ T cells (**f**) as percentages of overall CD45^+^ cells in tumors and in dCLNs on day 14 after inoculation (*n* = 12 for each). **g** Ratios of CD8^+^Ki67^+^ T cells to Tregs in tumors and in dCLNs. Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. not significant; long-rank (Mantel–Cox) test (**b**); two-way ANOVA (**c**–**g**). Data are from at least two independent experiments (**a–g**).

## Discussion

MLVs have been linked to neuroinflammation^10^ and age-associated diseases such as Alzheimer’s disease,^13^ but their role in brain tumor pathology is unclear. Here we demonstrated that MLVs meet three critical criteria to constitute a critical part of the drainage system for brain tumors: (1) they are required for draining interstitial fluid components from melanomas or gliomas implanted in the striatum into CLNs (Fig. 2d); (2) they serve as a lymphatic conduit for tumor cell dissemination from CSF into CLNs (Fig. 2e); and (3) they enable DC trafficking from tumors implanted in the striatum to CLNs (Fig. 3d). Such a draining role was further supported by the data from loss-of-function and gain-of-function experiments: (1) ablation of meningeal lymphatics impaired the drainage of tumor fluid, tumor cells, and DCs from the CNS to draining LNs (Fig. 3d); and (2) enhanced MLV remodeling increased DC trafficking from brain tumors to CLNs (Fig. 3g). So far, several lymphatic routes have been demonstrated in the fluid drainage from the CNS, such as nasal LVs,^44^ basal and dorsal MLVs.^8,11^ However, the main route(s) for macromolecule clearance from the CSF to the lymphatic system has been controversial. Functionally, occlusion of the nasal LVs increases intracranial pressure,^45^ ablation of dorsal MLVs aggravates Alzheimer’s disease,^13^ and basal MLVs are impaired with aging,^10^ suggesting that all these routes play certain roles in facilitating drainage from the CNS. In our study, extensive lymphatic remodeling was mainly observed around the TS and SSS in the dorsal meninges under brain tumor conditions, while basal MLVs displayed mild remodeling at late stage (Supplementary information, Fig. S2a). Consistently, while lymphatic invasion events were observed in basal MLVs, the number of invaded tumor cells was significantly lower than that in dorsal MLVs (Supplementary information, Fig. S5a–f). Along this line, ablation of dorsal MLVs decreased dCLN metastasis (Fig. 2e). Importantly, specific disruption of dorsal MLVs significantly impaired DC trafficking to dCLNs and the immunotherapeutic efficacy against brain tumors in our mouse models (Figs. 3d and 4b). Together, our findings reveal a significant role of dorsal MLVs in brain tumor drainage and immunity.

It should be emphasized, however, that our results cannot exclude the role of basal MLVs and nasal LVs in brain tumor drainage and immunity. In fact, the role of basal MLVs and nasal LVs in draining of CSF components and immune cells had been described in several studies.^11,14,44^ Along this line, some studies using tracer infusion indicated that basal MLVs are the major pathway for CSF outflow.^14–16^ Furthermore, a very recent report showed a reduction in lymphatic outflow of CSF in GL261 glioma model.^46^ In this study, we also found that basal MLVs underwent remodeling and exhibited tumor cell invasion (Supplementary information, Figs. S2a, S5e, f), although they were relatively weak compared to dorsal MLVs. Currently, due to physical location, it is technically challenging to precisely implant tumor cells close to basal MLVs. In addition, it is difficult to specifically ablate basal MLVs. Therefore, further efforts are needed to evaluate individual roles of basal MLVs and nasal LVs in brain tumor immunity. It should also be noted here that tumor cell invasion of CLNs is frequently reported in patients with brain tumors,^47,48^ indicating that lymphatic routes might be involved in extracranial metastasis. As mentioned above, lymphatic tumor cell invasion events were easily detected in both dorsal and basal MLVs (Supplementary information, Fig. S5a–f), and ablation of dorsal MLVs blocked dCLN metastasis (Fig. 2e), suggesting that dorsal MLVs at least partly contribute to extracranial metastasis, while the clinical significance awaits further investigation.

Consistent with a previous finding that tumor-draining lymphatics are indispensable for checkpoint therapy,^29,40^ we found that CLN-mediated immune activation was essential for anti-PD-1/CTLA-4 efficacy (Supplementary information, Fig. S9a, b). Surgical resection of CLNs significantly decreased the immune infiltration and abolished the tumor regression induced by anti-PD-1/CTLA-4 combination therapy (Supplementary information, Fig. S9a, b). Dorsal MLV ablation decreased the efficacy of anti-PD-1/CTLA-4 combination therapy for GL261 tumors (Fig. 4b), suggesting that the dorsal MLVs are necessary for successful anti-PD-1/CTLA-4 combination therapy, though the role of basal MLVs is still uncertain. Interestingly, MLVs are also required for the successful immunotherapy for intracranial B16 tumors in the combined model (mice bearing both striatal and subcutaneous tumor) because ablation of MLVs impaired efficacy of checkpoint inhibition of intracranial B16 tumors (Supplementary information, Fig. S9c). Mechanistically, the traffic of DCs from brain tumor to CLNs and its antigen presentation may contribute to the activation of CD8^+^ T cell against brain tumor, which was proposed to be enhanced by subcutaneous tumor.^49^ Indeed, the ablation of dorsal MLVs resulted in decreased DC drainage into CLNs in mice bearing intracranial GL261 and B16 tumors (Fig. 3d). As an important lymphangiogenic factor, VEGF-C may play a pivotal role in the potentiation of combination therapy against intracranial tumors: MLV lymphangiogenesis and DC trafficking to CLNs simultaneously increased in mice bearing tumors overexpressing VEGF-C, and they responded better to anti-PD-1/CTLA-4 combination therapy (Figs. 3g and 5a). These beneficial effects were abolished by either dorsal MLV ablation or CCL21/CCR7 blockade (Supplementary information, Fig. S12; Fig. 6b). Notably, VEGF-C increases CCL21 level of MLECs (Fig. 3f). Taken together, these data suggest that VEGF-C potentiates checkpoint therapy via a CCL21/CCR7 pathway. Interestingly, a previous clinical study of metastatic melanoma showed that VEGF-C concentrations were positively correlated with the long-term patient responses to combined checkpoint blockade in the periphery.^28^

In summary, our study demonstrates the roles of dorsal MLVs in intracranial tumor fluid drainage and immunity, and shows that the MLV remodeling induced by brain tumors is critical for immunotherapy, mainly through a VEGF-C/CCL21 signaling pathway. Our work sheds new light on the function of meningeal lymphatic vasculature in anti-brain tumor immunity, suggesting that augmentation of MLV function might be a promising therapeutic approach for enhancing the efficacy of systemic immunotherapy against brain tumors.

## Materials and methods

### Animals and treatments

Male C57BL/6 mice (6–8 weeks old) were used. The *Prox1-CreER*^*T2*^ line (C57BL/6) was a gift from Dr Taija Makinen (Department of Immunology, Genetics and Pathology, Uppsala University, Sweden).^50^ The *Prox1-CreER*^*T2*^ mice were interbred with *R26-tdTomato* mice (C57BL/6, kindly provided by A.H., Peking University, Beijing, China) to generate *Prox1-CreER*^*T2*^*; R26-tdTomato* mice. For lineage tracing, experimental mice were given 100 µL of 10 mg/mL tamoxifen by intraperitoneal (i.p.) injection daily for 4 consecutive days. Three weeks after the last injection, the Cre recombination efficiency was confirmed. Tumor-bearing mice were treated on days 6, 9, 12, 15, 18, and 21 after tumor inoculation by i.p. injection of IgG (200 µg) antibody, or combined PD-1 (200 µg) and CTLA-4 (200 µg) antibodies. For CCL21 or CCR7 blocking assays, tumor-bearing mice were treated on days 0, 2, or 4 by i.p. injection of goat or mouse IgG isotype control antibody (10 µg), CCL21-blocking antibody (10 µg), or CCR7-blocking antibody (10 µg) before anti-PD-1/CTLA-4 combined therapy. Animals were maintained in the Center for Experimental Animals (a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care) at Peking University, Beijing, China. All procedures involving animals followed protocols approved by the Committee for Animal Research of Peking University and conformed to the Guide for the Care and Use of Laboratory Animals.

### Reagents and antibodies

Tamoxifen (T5648), Innomycin (I0634), and phorbol 12-myristate 13-acetate (PMA; P1585) were from Sigma; collagenase type I (4196) was from Worthington; and collagenase type II (17101-015) was from Gibco. RIPA buffer (R0020) was from Solarbio Life Science. FITC-conjugated latex microspheres (17152-10) were from Polysciences and Visudyne was from MedChemExpress (HY-B0146). The cell strainers (70 µm, 352350) and Golgi plugs (51-2301KZ) were from BD Bioscience. The following antibodies were used for OCT-embedded sections: anti-LYVE-1 (rabbit, 1:500, Abcam, ab14917), anti-GFP (rabbit, 1:500, Novus Biologicals, NB600-308), anti-Prox1 (goat, 1:100, R&D Systems, AF2727), anti-CD31 (rat, 1:500, BD Bioscience, 553370), anti-CD3e (goat, 1:500, eBioscience) and anti-CCL21 (goat, 1:500, R&D System, AF457). Alexa Fluor 488/555/647 donkey/goat anti-rabbit/rat/goat IgG antibodies were from Invitrogen. Anti-VEGF-C antibody (mouse, 1:500, Santa Cruz, sc-374628) was used for western blot analysis. The following antibodies were used for fluorescence-activated cell sorting (FACS): anti-CD31-PE-Cy7 (1:100, eBioscience, 25-0311-82), anti-LYVE-1-eFluor 660 (1:100, eBioscience, 50-0443-82), anti-PDPN-PE (1:100, eBioscience, 12-5381-82), anti-CD45-FITC (1:100, BD Bioscience, 553079), anti-CD45-Percp-5.5 (1:300, Invitrogen, 45-0451-82), anti-CD3-FITC (1:300, Invitrogen, 11-0032-82), anti-CD4-APC (1:300, Invitrogen, 17-0042-82), anti-CD8a-APC (1:300, Invitrogen, 17-0081-82), anti-CD11C-PE (1:300, Invitrogen, 12-0114-82), anti-MHCII-Super Bright 702 (1:300, Invitrogen, 67-5321-82), anti-Foxp3-PE (1:300, Invitrogen, 12-5773-80), anti-Ki67-PE (1:300, Invitrogen, 12-5698-80), anti-IFN-γ-PE-Cy7 (1:300, Invitrogen, 25-7311-82), rat IgG2b isotype-PE (1:300, Invitrogen, 12-4031-81), rat IgG2b isotype-PE-Cy7 (1:300, Invitrogen, 25-7311-82), and fixable viability stain 510 (1:5000, BD Bioscience, 564406). Anti-PD-1 antibody (BE0146), anti-CTLA-4 antibody (BE0164), mouse IgG isotype control (BE0086), and rat IgG isotype control (BE0089) for animal treatment were from Bioxcell. Anti-CCR7 blocking antibody (16-1971) was from Invitrogen.

### Cell cultures

293T cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS); mouse B16 melanoma cells were maintained in RPMI 1640 medium with 5% FBS; and mouse glioma GL261 cells were maintained in DMEM with 10% FBS. They were all cultured at 37 °C in a humidified atmosphere of 5% CO_2_.

### Establishment of GL261 and B16 cells overexpressing GFP or VEGF-C

We constructed retroviral vectors encoding GFP or VEGF-C. The retrovirus was made in 293T cells, and the culture supernatant was used to infect B16 and GL261 cells. Puromycin (0.75 mg/L) was used to screen for stable cell pools after infection with GFP or VEGF-C.

### Ablation of dorsal MLVs

Mice aged 7–8 weeks were anesthetized by i.p. injection of 1% pentobarbital sodium. Visudyne was reconstituted following the manufacturer’s instructions (2 mg/mL), and 5 µL was injected into the cisterna magna. After 15 min, Visudyne was photoconverted with a nonthermal 689-nm wavelength laser light on different spots through the intact skull as previously reported.^10^

### Animal model with subdural injection

Mice aged 7–8 weeks were anesthetized by i.p. injection of 1% pentobarbital sodium and fixed in a stereotactic frame. After shaving the head, the skull was exposed and a small hole was made on the left side 4 mm anterior to the interaural line and 2.5 mm lateral to the midline. One microliter of PBS containing 50,000 GL261 cells or 10,000 B16 cells was injected subdurally with a 30-gauge Hamilton syringe at a depth of 1 mm, into the space between the dura and brain. One microliter of PBS was injected as control, and then the skin was closed and mice were allowed to recover on a heat pad. Mice injected with tumor cells were maintained for no more than 4 weeks.

### Animal model with striatal injection

Mice aged 7–8 weeks were anesthetized by i.p. injection of 1% pentobarbital sodium and fixed in a stereotactic frame. After shaving the head, an incision was made and the skull was exposed. One microliter of PBS containing 50,000 GL261 cells or 10,000 B16 cells was stereotactically injected at 2 mm lateral to bregma at a depth of 3 mm below the dura with a 30-gauge Hamilton syringe. The injection was performed over a 10-min period. One microliter of PBS was injected as control, the skin was closed, and mice were allowed to recover on a heat pad. In the B16 melanoma models, since an extracranial tumor is required for successful intracranial immunotherapy according to a previous report,^49^ we combined a striatal injection with a subcutaneous injection. For subcutaneous injection, 200,000 B16 cells were injected subcutaneously on the flank. Mice injected with tumor cells were maintained for no more than 6 weeks.

### Animal model of intra-cisterna magna injection

Mice aged 7–8 weeks were anesthetized by i.p. injection of 1% pentobarbital sodium and fixed in a stereotactic frame. The skin of the neck was shaved and cleaned, then an incision was made and the muscle layers were removed to expose the cisterna magna. Using a 30-gauge Hamilton syringe, 5 µL PBS containing 100,000 GL261 or B16 cells was injected into the cisterna magna, and the same volume of PBS was injected as control. After injection, the syringe was left in place for 2 min and removed slowly. The skin was then closed and mice were allowed to recover on a heating pad. Mice injected with tumor cells were maintained for no more than 3 weeks.

### CLN resection

Deep and superficial CLNs were removed from C57 mice as previously described.^51^ Briefly, mice were anaesthetized with 1% pentobarbital sodium and a sagittal incision was made in the middle of the neck. After ligation of the collecting LVs anterior to the dCLN, 8 sCLNs and 2 dCLNs were removed under a surgical microscope. After surgery, buprenorphine (subcutaneous injection) and antibiotic (i.p. injection) were used. Tumor cells were transplanted after 1 week of recovery.

### Quantification of CLN metastasis

B16-GFP^+^ or Gl261-GFP^+^ cells were i.c.m injected into mice with ablated dorsal MLVs (Visudyne + Laser) and control mice (Vehicle + Laser). Two weeks later, dCLNs and sCLNs were harvested as previously reported.^13^ CLNs were fixed in 4% paraformaldehyde (PFA) overnight, followed by dehydration. CLNs were embedded in OCT (Tissue-Tek). The whole CLN was then sectioned for GFP detection. Metastasis was determined as the presence of GFP^+^ tumor cells and quantified by the frequency of GFP^+^ CLN.^37^

### Fluid drainage and DC trafficking

To evaluate the drainage function of MLVs, 10 μL of 0.5% 70-kDa FITC-dextran was injected into the brain tissues or intracranial tumors through a 30-gauge needle. After 10 min, the mice were sacrificed, and the dCLNs and sCLNs were harvested and embedded in OCT. Frozen sections were prepared and fixed in acetone for 10 min at room temperature, and then air-dried and rehydrated in water. They were then permeabilized in 0.3% Triton X-100 in Tris-buffered saline (TBS) and blocked in 10% horse serum. After incubation with anti-LYVE1 antibody diluted in TBS at 4 °C overnight, the sections were washed 3 times with TBS for 5 min each and incubated with fluorophore-conjugated secondary antibody (all 1:500, diluted in TBS) at room temperature for 1 h. The sections were finally washed and incubated with DAPI medium before mounting.

For DC trafficking, 2 μL of 0.5 μm FITC-conjugated latex microspheres were injected into the tumors; 24 h later, LNs were harvested, and single-cell suspensions were prepared and analyzed by flow cytometry for CD11c^+^MHCII^+^DITC^+^DCs.

### Edema analysis

MRI was performed on a 9.4 Tesla MRI scanner (Bruker Biospin, Billerica, MA, USA) as previously described.^52^ Brain edema was assessed by T2 relaxation maps, which were generated from multi-echo spin-echo images. The acquisition parameters were as follows: TE = 10 ms, 10 echoes, TR = 2500 ms, 11 image slices, 0.5 mm slice thickness, 150 mm in-plane resolution, and NA = 2. Voxelwise exponential fitting of the image signal intensity as a function of echo-time was performed (MatLab) to determine T2 relaxation time maps.

### Tumor volume and tumor weight measurement

Tumor volume was measured by MRI and GFP-expressing tumor. Briefly, we used T2-weighted rapid acquisition with relaxation enhancement (RARE) images to assess tumor volume. The acquisition parameters were as follows: TE = 10, RARE factor = 16, TR = 3000 ms, NA = 4, 11 image slices, 0.5-mm slice thickness, and 150 μm in-plane resolution. Tumor area was determined from the T2 hyperintense regions in the brain as previously reported.^52^ Tumor area of GFP-expressing tumor was measured as previously reported.^53^ Briefly, brain was sliced after sacrifice of mice. Brain tumor xenograft was analyzed by bright field and GFP fluorescence imaging. Tumor volume was calculated by length × width^2^ × 0.52.

Tumor weight was measured immediately after tumor was isolated from brain.

### Tissue collection and processing

After anesthesia, mice were transcardially perfused with ice-cold PBS with heparin and then with 4% PFA. The whole brain and skull with meninges were fixed in 4% PFA at 4 °C. Brain tissue and tumors were dehydrated in high concentrations of sucrose at 4 °C, embedded in OCT and stored at −80 °C. The volume of tumors was calculated as 0.52 × length × width^2^. Sections were cut at 5 μm for hematoxylin and eosin staining or immunohistochemistry. The meninges were isolated from the skullcap and subjected to whole-mount staining. The average number of LVs was determined from three microscopic fields with the highest vessel density. The dCLNs were collected from each animal on the day of sacrifice and their volumes were calculated as (π/6) × (length × width)^3/2^.

### Immunostaining

Cryosections of tumors were fixed in acetone for 10 min at room temperature, and then air-dried and rehydrated in water. They were then permeabilized in 0.3% Triton X-100 in TBS and blocked in 10% horse serum. After incubation with primary antibody diluted in TBS at 4 °C overnight, the sections were washed 3 times with TBS for 5 min each and incubated with fluorophore-conjugated secondary antibody (all 1:500, diluted in TBS) at room temperature for 1 h. The sections were finally washed and incubated with DAPI medium before mounting.

For whole-mount staining, the meninges attached to the skull were fixed in 4% PFA, and separated from the skullcap. Then they were incubated with PBS containing 2% horse serum, 1% bovine serum albumin (BSA), 0.1% Triton X-100, and 0.05% Tween 20 for 1 h at room temperature. After incubation with primary antibody diluted in PBS with 1% BSA and 0.5% Triton X-100 at 4 °C overnight, they were washed 3 times with PBS for 5 min each and incubated with fluorophore-conjugated secondary antibody (all 1:500, diluted in PBS with 1% BSA and 0.5% Triton X-100) at room temperature for 1 h. Finally, the meninges were incubated with DAPI medium before capturing images.

Nasal LVs were detected as previously described.^44^ Briefly, the whole heads were fixed in 4% PFA overnight, followed by decalcification in 14% EDTA for 7 days. During decalcification, EDTA was replaced with fresh 14% EDTA every day. The whole heads were dehydrated in 30% sucrose for 3 days and then embedded in Tissue-Tek OCT compound. 60 μm sections were prepared for immunostaining. The protocol for immunostaining of nasal LVs was the same as that of tumor tissue.

### Isolation of MLECs and flow cytometry

For MLEC collection, PBS, GL261 cells, or B16 cells were injected subdurally into mice, which were sacrificed 2–3 weeks later. Briefly, isolated dorsal meninges were incubated in Ca^2+^-PBS containing 0.2% type I and 0.2% type II collagenase at 37 °C for 45 min (*n* = 3 biological replicates per group, each pooled from 6 individual mice). At the end of incubation, the tissue fragments were passed through 70-μm nylon mesh cell strainers after neutralization with 10% FBS in DMEM. The cells were then centrifuged at 2000 rpm at 4 °C for 10 min, the supernatant was removed, and the cells were re-suspended in ice-cold FACS solution (pH 7.4, 0.1 M PBS, 1 mM EDTA, 1% BSA). Further, cells were stained with CD31-PE-CY7, CD45-FITC, LYVE-1-eFluor 660, and fixable viability stain 510. After being washed twice with PBS containing 1% BSA, cells were analyzed and sorted by flow cytometry (BD FACSAria SORP). For RNA-seq, MLECs were collected into PBS containing 1% BSA and kept on ice until lysis and reverse transcription. In experiments requiring analysis of lymphocyte infiltration and activity, intracranial tumors were incubated in Ca^2+^-PBS containing 0.2% type I collagenase at 37 °C for 30 min, and the dCLNs were collected and incubated in PBS containing 0.1% collagenase D at 37 °C for 1 h. At the end of incubation, the tissue fragments were passed through 70-μm nylon mesh cell strainers after neutralization with 10% FBS in DMEM. After centrifugation, the cells were re-suspended and stained with CD45, CD3e, CD4, CD8, Foxp3, Ki67, CD11c, and MHCII. For IFN-γ staining, cells were treated with PMA + Innomycin + Golgi plug for 4 h before staining. Foxp3, Ki67, or IFN-γ staining was performed using the transcription factor Foxp3 staining kit. All FACS analysis was performed with BD LSRFortessa, and gates were set based on isotype-specific control antibodies. All FACS data were analyzed with FlowJo software (Tree Star, Ashland, OR, USA).

### cDNA preparation

The modified RNA-seq followed the previously published studies.^54,55^ Briefly, after FACS purification, MLECs were placed in lysis buffer by mouth pipette. In the reverse transcription reaction, a poly(T) tail was added to the 3′ end of the first-strand cDNAs, which were amplified by 18 cycles for library construction. The amplified cDNAs were fragmented to ~300 bp by Covaris S2, and a KAPA Hyper Prep Kit was used to generate sequence libraries. Paired-end 150-bp sequencing was further performed on an Illumina HiSeq 4000 platform (sequenced by Novogene).

### RNA-seq analysis

First, the Illumina adapter sequences, amplification primer, polyA tail sequences, and reads of low-quality bases (N > 10%) were removed from all the RNA-seq raw data. Then, the processed sequences were aligned to the mm9 mouse reference genome (UCSC) using TopHat (version 2.0.12). Subsequently, the expression level of each gene was calculated using Cufflinks (version 2.2.1). The expression level of each gene was converted to log_2_ (fpkm + 1) for downstream analysis. Principal component analysis was performed using the prcomp function in R to separate different cell groups. We used the Seurat FindAllMarkers function (test.use = “roc”) on normalized FPKM (Fragments Per Kilobase Million) expression values to identify differentially-expressed genes (DEGs). Genes with power > 0.4 were selected. Gene Ontology analysis of DEGs was performed using DAVID (https://david-d.ncifcrf.gov/) (DAVID Bioinformatics Resources 6.7). Heat maps of DEGs and enriched gene sets were created with the R package pheatmap (http://www.broadinstitute.org/gsea/index.jsp). The RNA-seq data have been deposited in Gene Expression Omnibus under accession number GSE128207.

### Immunoprecipitation and western blot

Labeled VEGF-C was immunoprecipitated from conditioned medium using antibodies against Flag, and beads were washed twice in PBS with 0.5% BSA and 0.02% Tween, and once in PBS. VEGF-C immunoprecipitates were then analyzed on SDS-PAGE under reducing conditions, followed by standard western blot analysis.

### Image analysis

The images of meninges were acquired under the 10× lens of a high-content microscope (Molecular Devices, ImageXpress Micro XL). Images of the same region of the TS were acquired under a confocal microscope and a mean of 30 individual LV diameter measurements was calculated for each sample. Confocal images of cryostat sections were acquired under a 40× oil-immersion lens and analyzed by laser-scanning confocal microscopy (Zeiss LSM 510). The number of vessels in the field (4–5 fields per section) of each tumor section (6–8 sections per sample) was counted. The Z-stacks were acquired at 512 × 512 pixel resolution with a z-step using ImageJ software. The images of LNs were acquired under the 10× lens of a fluorescence microscope (Leica), and analyzed using ImageJ software.

### Statistical analysis

All experiments were repeated at least twice. The number of animals is specified in each figure legend. Data are expressed as means ± SEM. Statistical analyses used Student’s *t* test, two-way ANOVA, and the long-rank (Mantel–Cox) test. GraphPad software was used for data analysis. Statistical significance is indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001, n.s. not significant.

## Supplementary information

Supplementary information, Figure S1

Supplementary information, Figure S2

Supplementary information, Figure S3

Supplementary information, Figure S4

Supplementary information, Figure S5

Supplementary information, Figure S6

Supplementary information, Figure S7

Supplementary information, Figure S8

Supplementary information, Figure S9

Supplementary information, Figure S10

Supplementary information, Figure S11

Supplementary information, Figure S12

Supplementary information, Table S1

Supplementary information, Table S2

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 1 — Supplementary information, Figure S1

Supplementary information, Figure S1

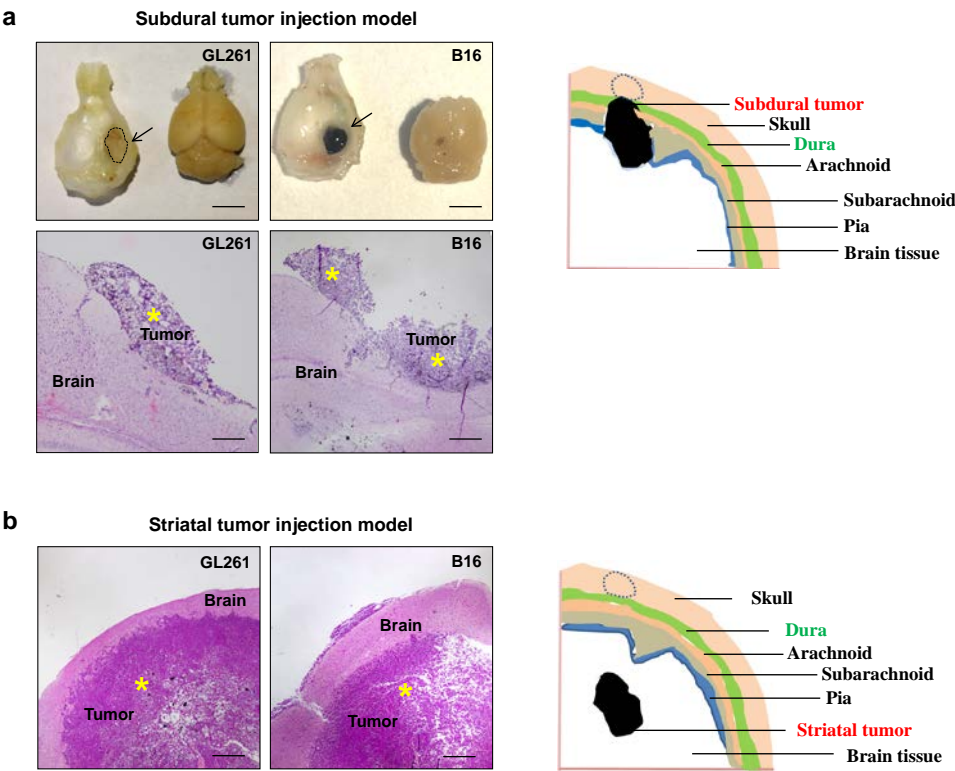

**Fig. S1 Anatomy of skull and brain parenchyma in subdural and striatal tumor injection models. a,**

Upper panels, typical images of skull and brain after subdural injection of B16 cells at day 14. Note that the tumor mass (arrows) grew near the site of injection without invading the surface of the brain, and then typically adhered to the dura when skull and brain were separated. Scale bars, 5 mm. Lower panels, histology of brain parenchyma in subdural injection models (note that tumor cells were mainly in the subdural space but not in the parenchyma, \* indicated tumor tissue). Scale bars, 200  $\mu\text{m}$ . **b,** Histology of brain parenchyma in striatal injection models (note that tumor cells were mainly in the parenchyma, \* indicated tumor tissue). Scale bars, 500  $\mu\text{m}$ .

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 2 — Supplementary information, Figure S2

Supplementary information, Figure S2

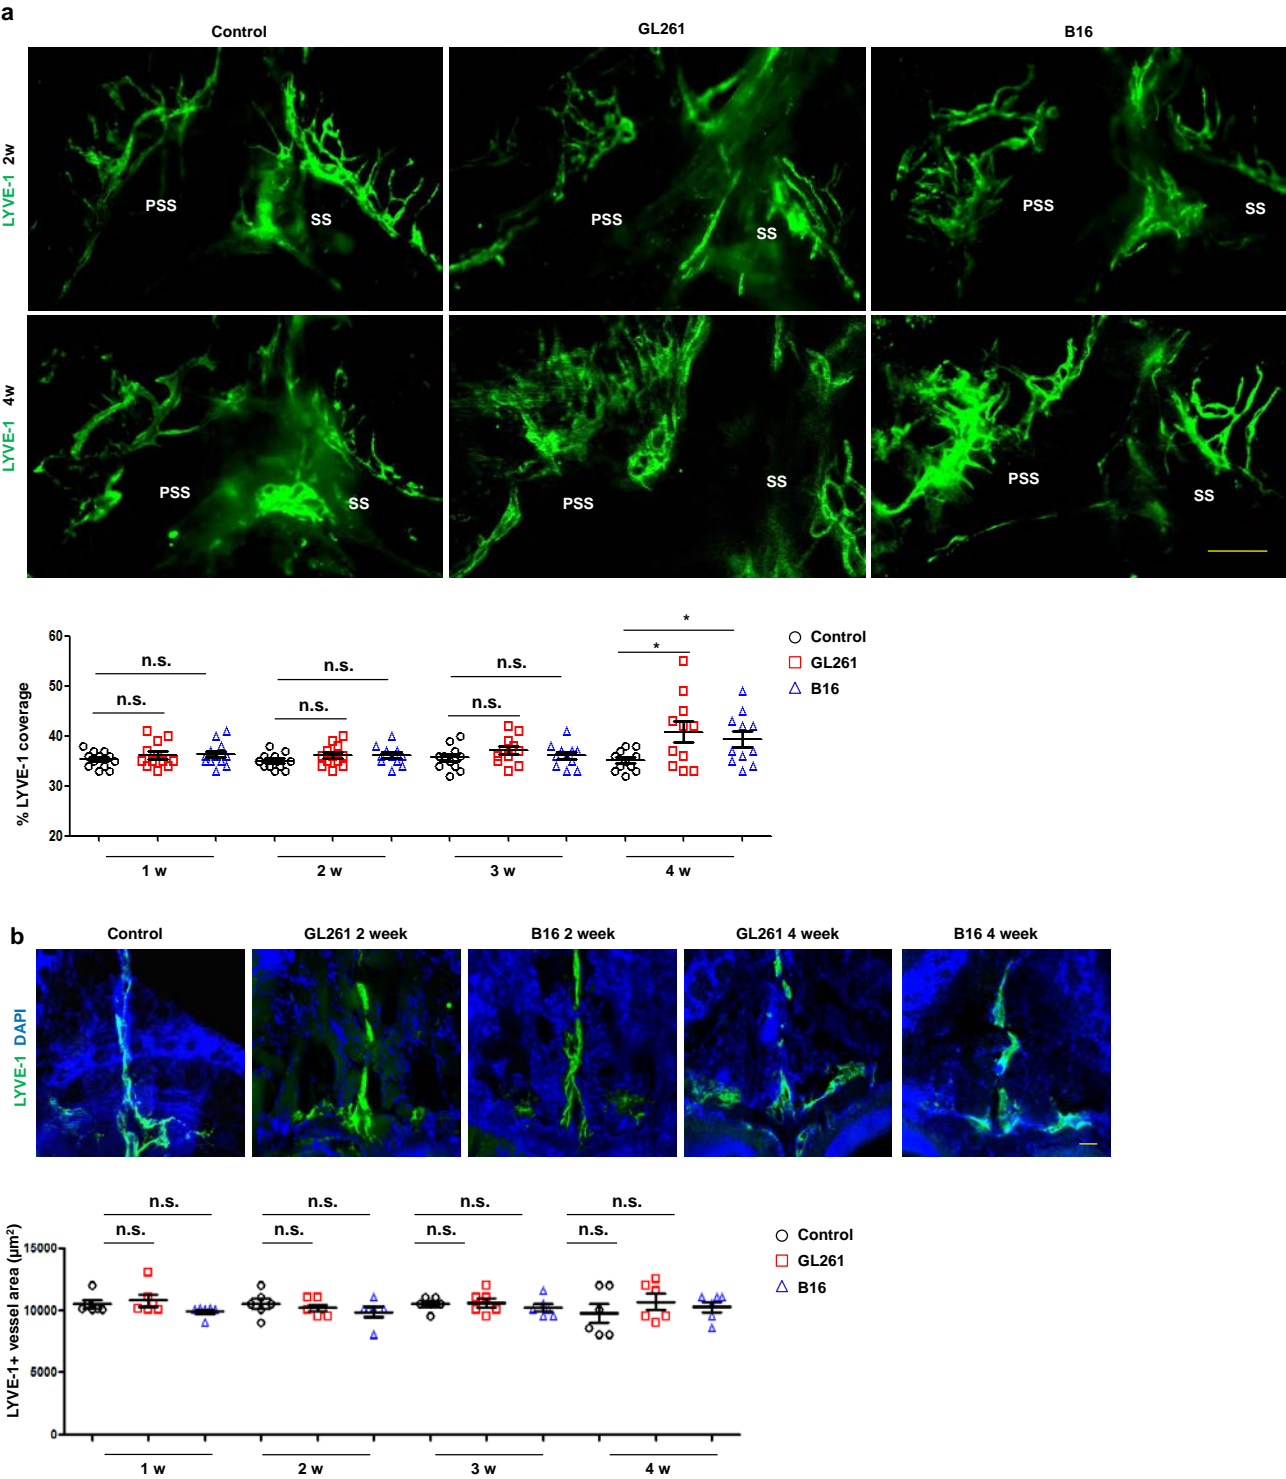

**Fig. S2 Brain tumors scarcely induce basal meningeal lymphangiogenesis and nasal lymphangiogenesis. a,**

Basal meningeal LYVE-1 staining (upper panels) and quantification of LVs around the PSS and SS (lower panels) 1, 2, 3 and 4 weeks after striatal injection of GL261 or B16 cells into WT mice. PSS, petrosquamosal sinus; SS, sigmoid sinus. Scale bar, 500  $\mu$ m. **b,** Nasal lymphatic LYVE-1 staining (left panels) and quantification (right panel) 1, 2, 3, 4 weeks after striatal injection of GL261 or B16 cells into WT mice. Scale bar, 100  $\mu$ m. Data are presented as the mean  $\pm$  SEM. \* $P$  <0.05, n.s. not significant; two-way ANOVA (**a**, **b**). Data are from at least three (**a**, **b**) independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 3 — Supplementary information, Figure S3

Supplementary information, Figure S3

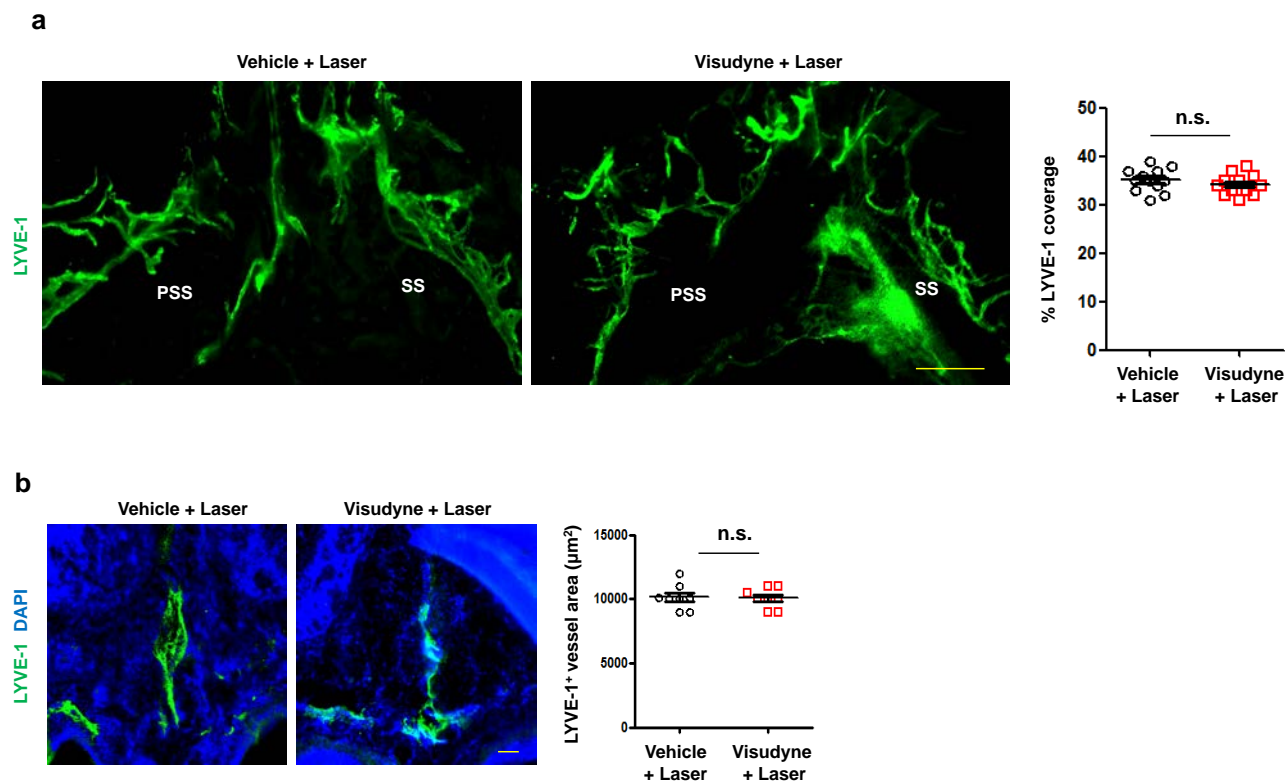

**Fig. S3 Ablation of MLVs does not affect basal and nasal LVs.** **a**, Representative images (left panels) and quantification (right panel) of basal LVs around the PSS and SS in mice treated with Vehicle + Laser or Visudyne + Laser. Scale bar, 500  $\mu\text{m}$ . **b**, Representative images (left) and quantification (right) of nasal LVs in mice treated with Vehicle + Laser or Visudyne + Laser. Scale bars, 100  $\mu\text{m}$ . Data are presented as the mean  $\pm$  SEM. n.s. not significant; two-tailed unpaired Student's t-test (**a**, **b**). Data are from at least three (**a**, **b**) independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 4 — Supplementary information, Figure S4

Supplementary information, Figure S4

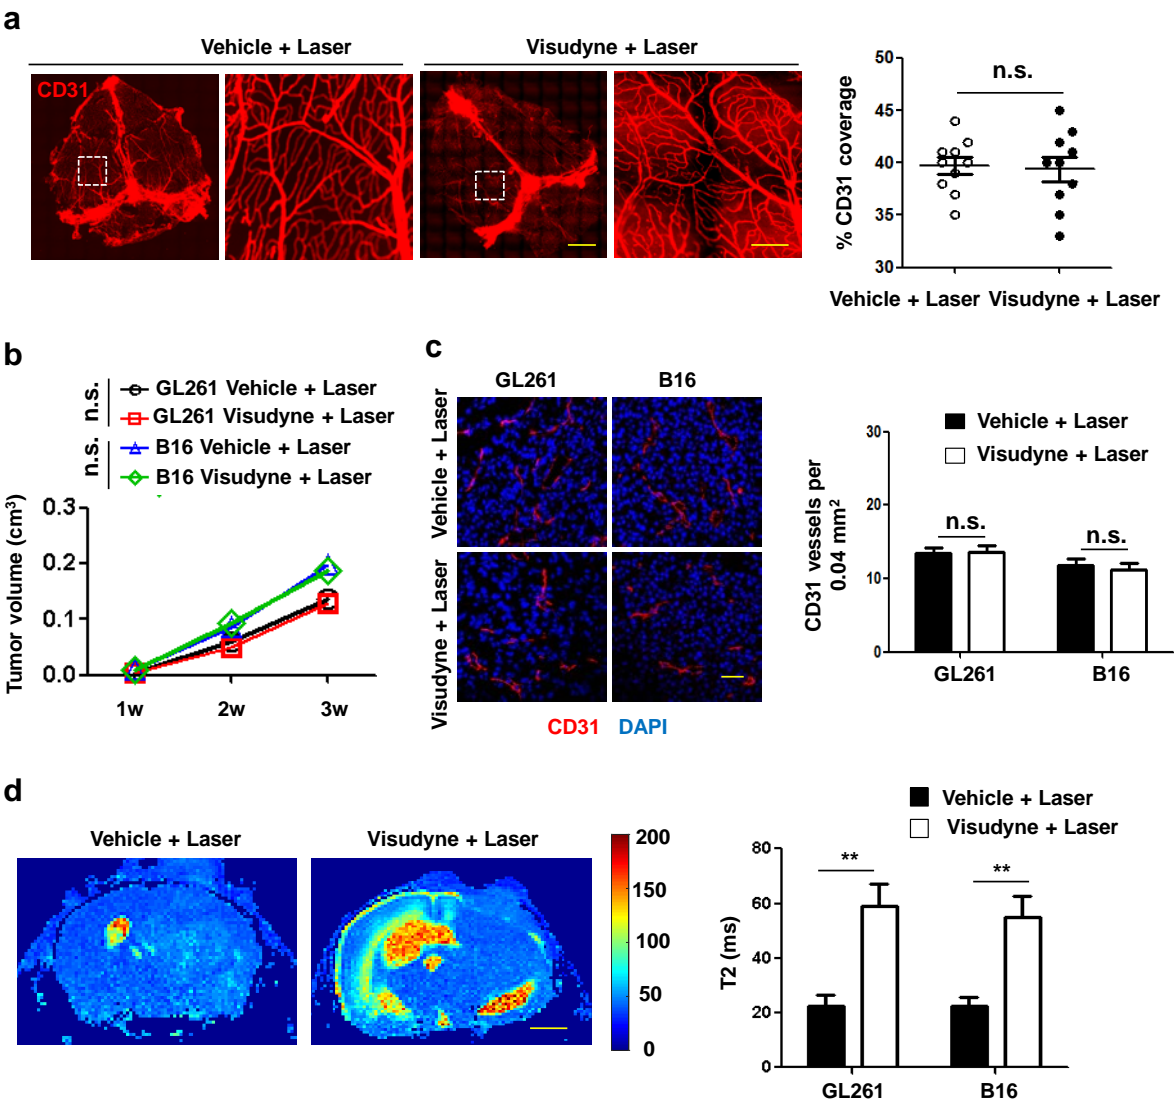

**Fig. S4 Ablation of MLVs does not affect meningeal blood vasculature and tumor growth. a,**

Representative meningeal CD31 staining (left) and quantification of the percentage area of CD31 per meninx (right,  $n = 10$ ). Scale bars, 200  $\mu\text{m}$  in wide-fields; 40  $\mu\text{m}$  in insets. **b**, Tumor growth of GL261 or B16 in mice treated with Vehicle + Laser or Visudyne + Laser in striatal injection models. **c**, Representative images and quantification of CD31 staining in GL261 and B16 subdural tumors from mice treated with Vehicle + Laser or Visudyne + Laser ( $n = 12$ ). Scale bar, 50  $\mu\text{m}$ . **d**, Edema was assessed by the T2 value for brain (T2 value is correlated with water content,  $n = 8$ ). Scale bar, 3 mm. Data are presented as the mean  $\pm$  SEM.  $**P < 0.01$ , n.s. not significant; two-tailed unpaired Student's t-test (**a**); two-way ANOVA (**b-d**). Data are from at least three (**a, b**) or two (**c, d**) independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 5 — Supplementary information, Figure S5

Supplementary information, Figure S5

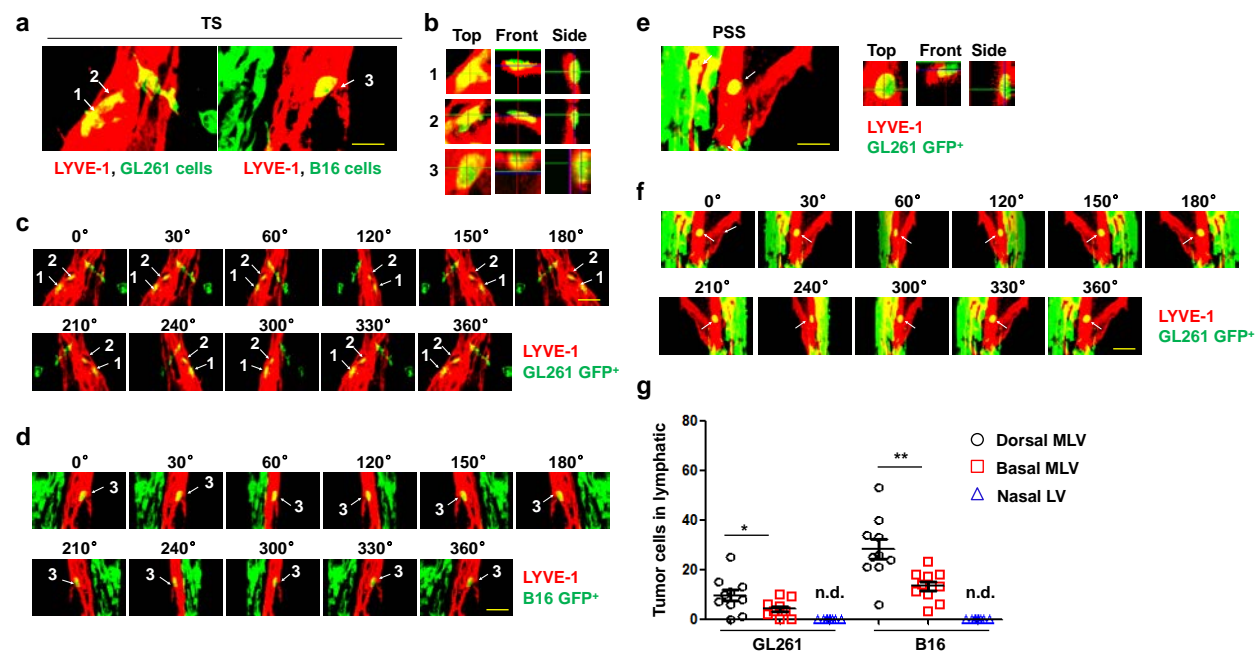

**Fig. S5 MLV remodeling facilitate tumor cell invasion.** **a**, LYVE-1 staining around the TS 7 days after i.c.m. injection of GL261-GFP<sup>+</sup> cells and B16-GFP<sup>+</sup> cells into WT mice (arrows, overlapping GFP<sup>+</sup> and LYVE-1-positive signals). Scale bar, 20  $\mu$ m. **b**, Orthogonal sections showing GFP<sup>+</sup> cells overlapping with LYVE-1 signals from the top, front, and side. **c**, **d**, Images of GL261-GFP<sup>+</sup> (**a**) and B16-GFP<sup>+</sup> (**b**) cells (arrows) from different angles (0-360°). Scale bars, 40  $\mu$ m. **e**, LYVE-1 staining around the PSS 7 days after i.c.m. injection of GL261-GFP<sup>+</sup> cells into WT mice (arrows, overlapping GFP<sup>+</sup> and LYVE-1-positive signal) and orthogonal sections showing GFP<sup>+</sup> cell. Scale bar, 20  $\mu$ m. **f**, Images of GL261-GFP<sup>+</sup> (**e**) from different angles (0-360°). Scale bars, 40  $\mu$ m. **g**, Quantification of tumor cells invaded into dorsal MLV, basal MLV, and nasal LV per mouse 7 days after i.c.m. injection of GL261-GFP<sup>+</sup> cells or B16-GFP<sup>+</sup> cells. Data are presented as the mean  $\pm$  SEM. \* $P$  < 0.05, \*\* $P$  < 0.01; two-way ANOVA (**a-g**). Data are from at least three (**a-g**) independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 6 — Supplementary information, Figure S6

Supplementary information, Figure S6

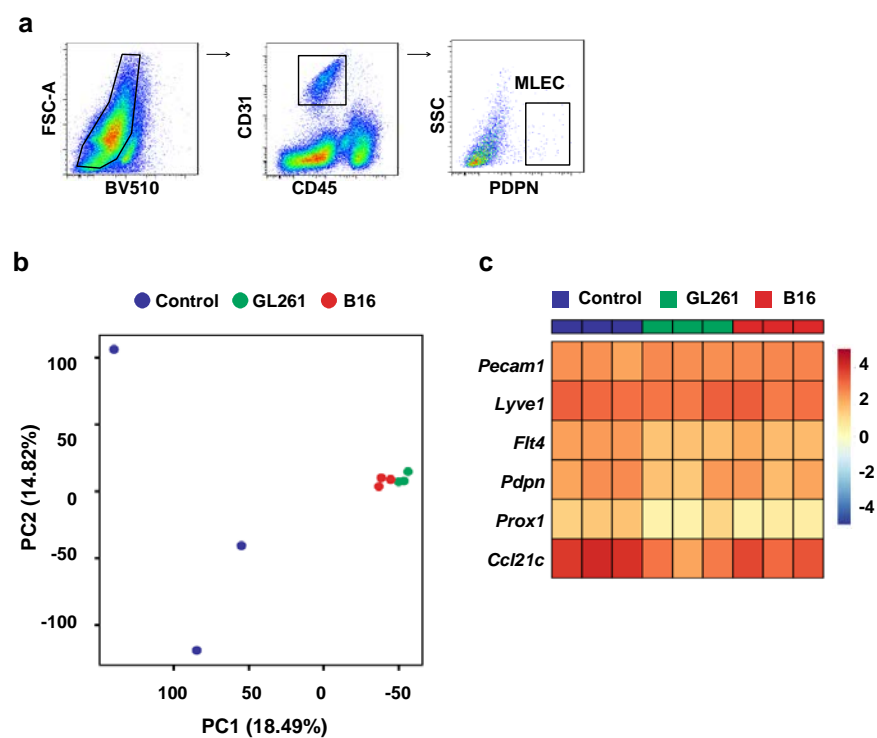

**Fig. S6 No significant difference of marker gene expression in the MLECs isolated from the controls and tumor-bearing mice. a,** Representative plots showing the gating strategy used to sort MLECs by FACS from control, GL261 tumor-bearing, and B16 tumor-bearing mice ( $n = 3$ ). **b,** Principal component analysis of the transcriptome of control, GL261 tumor-associated, and B16 tumor-associated MLECs ( $n = 3$ , each pooled from 6 individual mice). **c,** Heatmap of LEC-related marker gene expression.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 7 — Supplementary information, Figure S7

Supplementary information, Figure S7

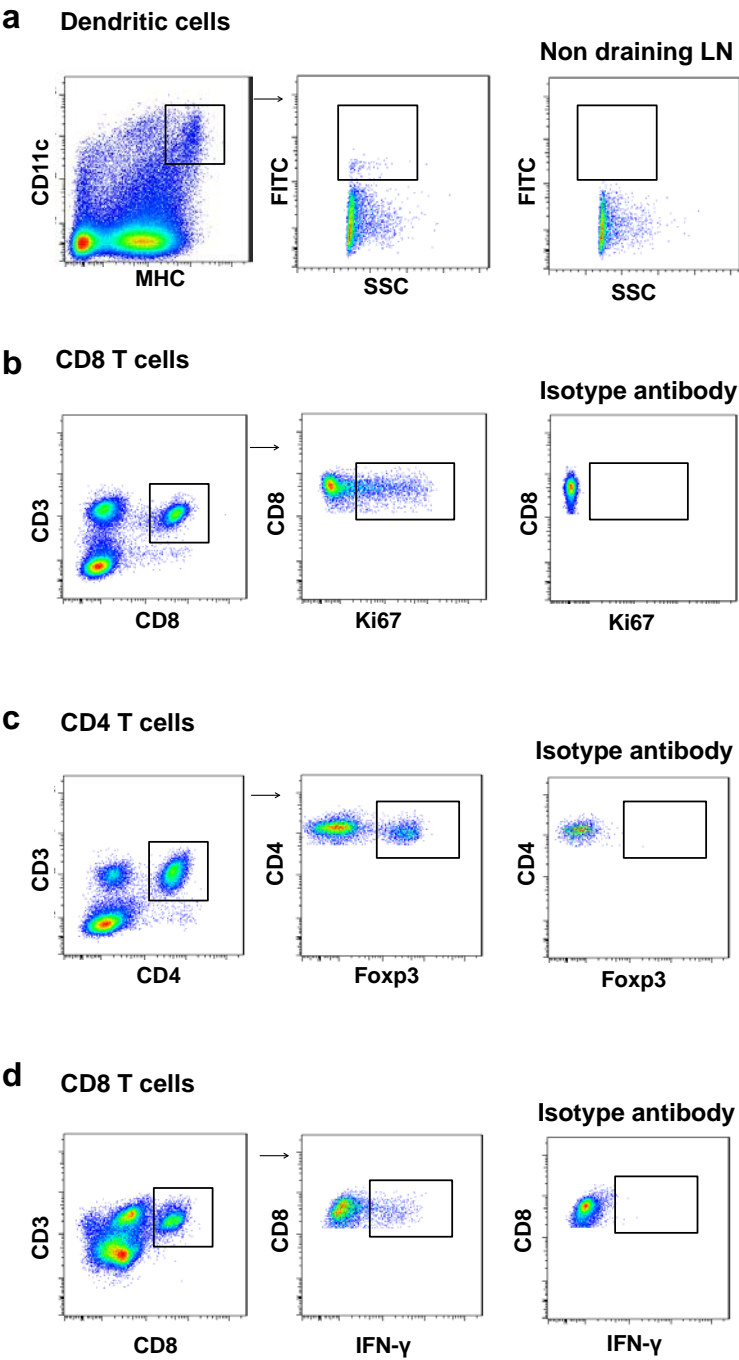

**Fig. S7 Flow cytometry gating strategies of DCs and T cells. a-d,** Representative contour plots for Bead<sup>+</sup> DCs (**a**), CD8<sup>+</sup>Ki67<sup>+</sup> T cells (**b**), CD4<sup>+</sup>Foxp3<sup>+</sup> T cells (**c**), and CD8<sup>+</sup>IFN- $\gamma$ <sup>+</sup> T cells (**d**). Cells were fixed using the Foxp3 kit and analyzed by flow cytometry for the lymphocyte markers, Ki67, IFN- $\gamma$ , and Foxp3.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 8 — Supplementary information, Figure S8

Supplementary information, Figure S8

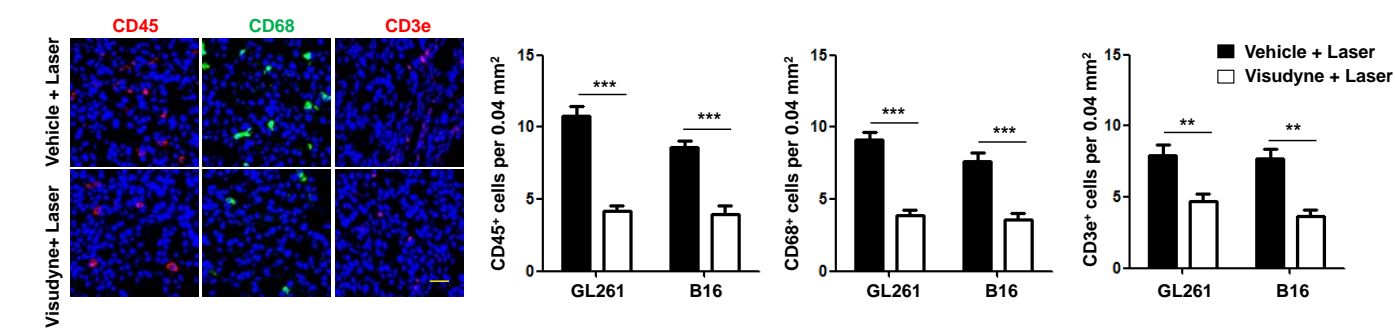

**Fig. S8 Ablation of MLVs decreases tumor inflammatory infiltration.** Representative sections of GL261 tumors showing DAPI, CD45, CD68, and CD3e staining from mice treated with Vehicle + Laser or Visudyne + Laser (left panel), and quantification of CD45<sup>+</sup>, CD68<sup>+</sup>, and CD3e<sup>+</sup> cells within GL261 and B16 tumors (right panels) ( $n = 10$ ). Scale bar, 50  $\mu\text{m}$ . Data are presented as the mean  $\pm$  SEM.  $**P < 0.01$ ,  $***P < 0.001$ ; two-way ANOVA. Data are from at least two independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 9 — Supplementary information, Figure S9

Supplementary information, Figure S9

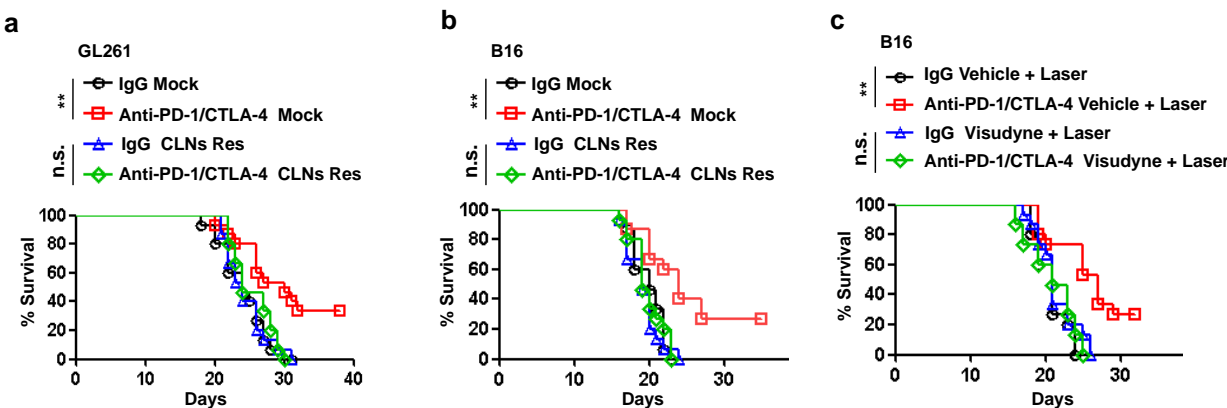

**Fig. S9 CLN resection impairs the efficacy of striatally tumor immunotherapy. a, b,** Survival of mice with striatally GL2161 tumors (**a**) and B16 tumors (**b**) following the administration of anti-PD-1/CTLA-4 or IgG controls ( $n = 15$ ). Res, Resection (performed one day before tumor injection). **c,** Survival of MLV-defective or intact mice with striatal B16 tumors following the administration of anti-PD-1/CTLA-4 or IgG controls ( $n = 15$ ). Data are presented as the mean  $\pm$  SEM.  $**P < 0.01$ , n.s. not significant; long-rank (Mantel-Cox) test (**a-c**). Data are from at least three (**a-c**) independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 10 — Supplementary information, Figure S10

Supplementary information, Figure S10

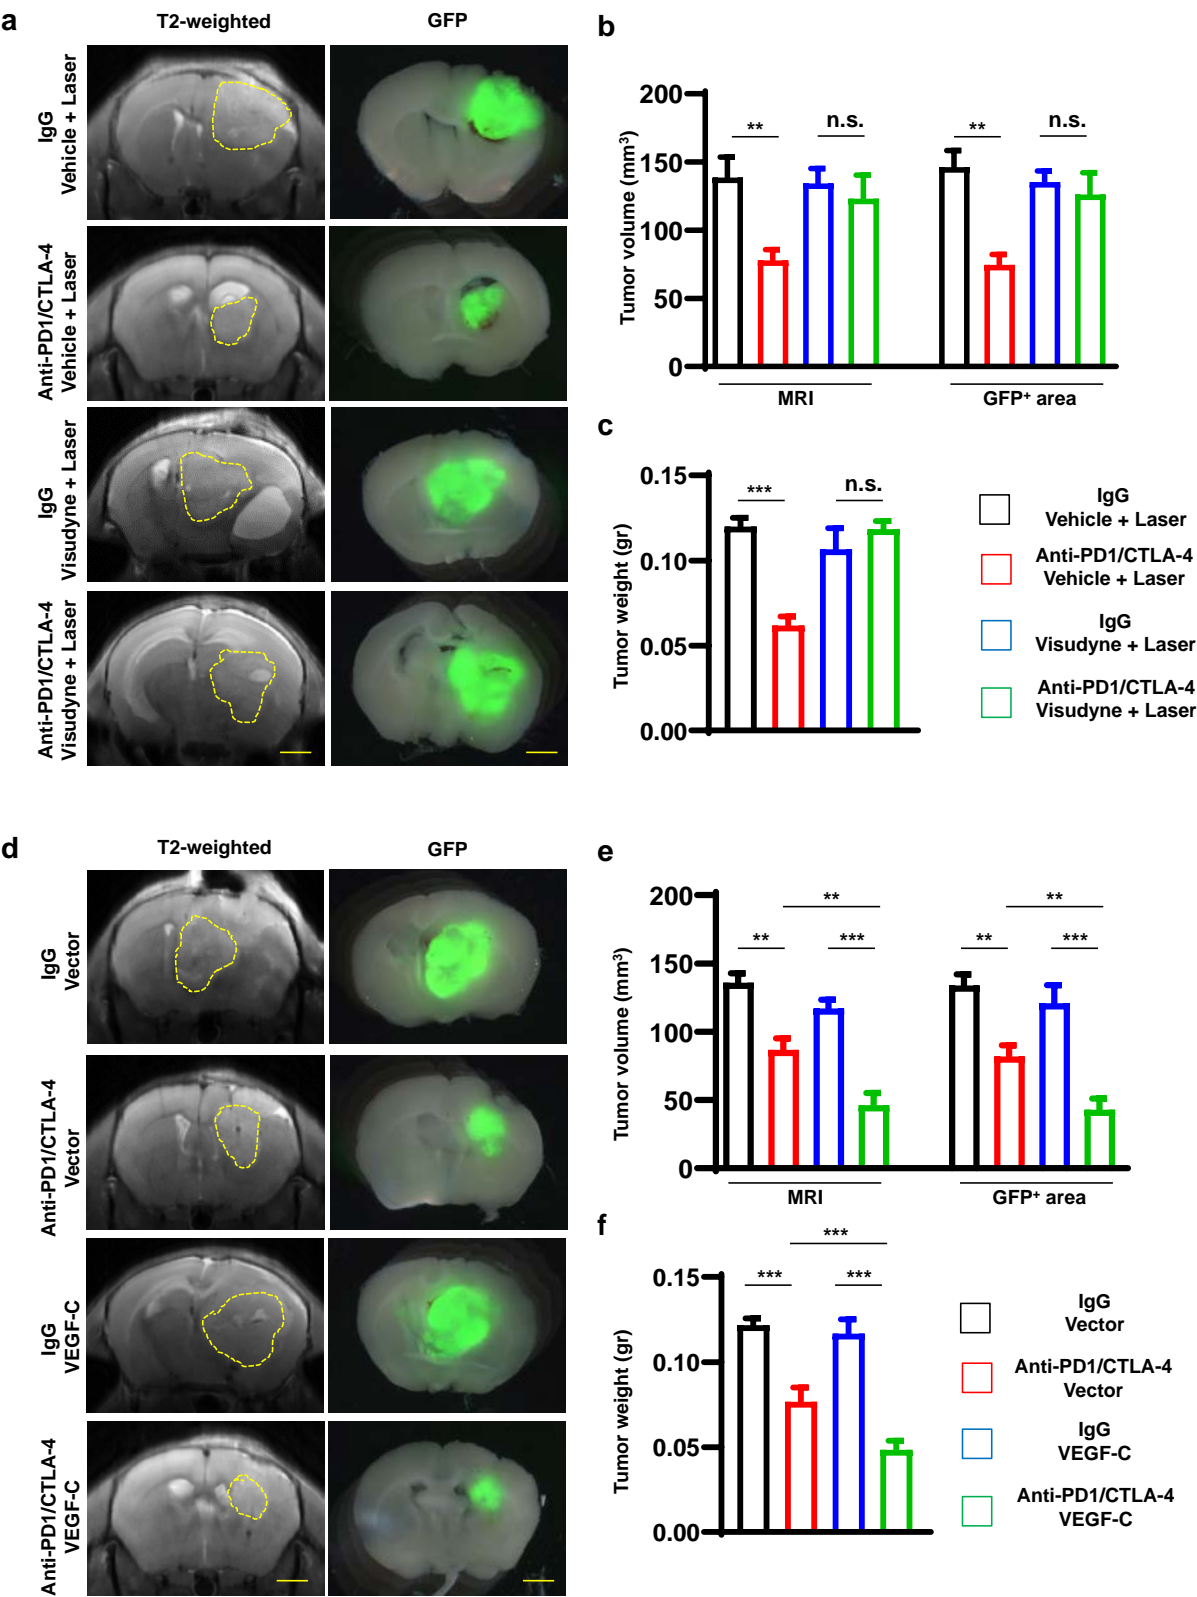

**Fig. S10 Quantification of tumor volume and weight.** **a**, Representative T2-weighted single brain slices (left panels) and GFP<sup>+</sup> areas (right panel) of tumor area in MLV-intact and MLV-defective mice bearing striatal GL261-GFP<sup>+</sup> tumors ( $n = 6$ ). **b**, Quantification of tumor volume in **a**. **c**, Tumor weight in MLV-intact and MLV-defective groups ( $n = 6$ ). **d**, Representative T2-weighted single brain slices (left panels) and GFP<sup>+</sup> areas (right panel) from mice with intracranial injection of GL261-GFP<sup>+</sup> cells overexpressing Vector or VEGF-C ( $n = 6$ ). **e**, Quantification of tumor volume in **d**. **f**, Tumor weight in overexpressing Vector and VEGF-C groups ( $n = 6$ ). Dashed lines indicate tumor margin. Scale bars, 3 mm. Data are presented as the mean  $\pm$  SEM. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , n.s. not significant; two-way ANOVA. Data are from at least three (**a**, **d**) independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 11 — Supplementary information, Figure S11

Supplementary information, Figure S11

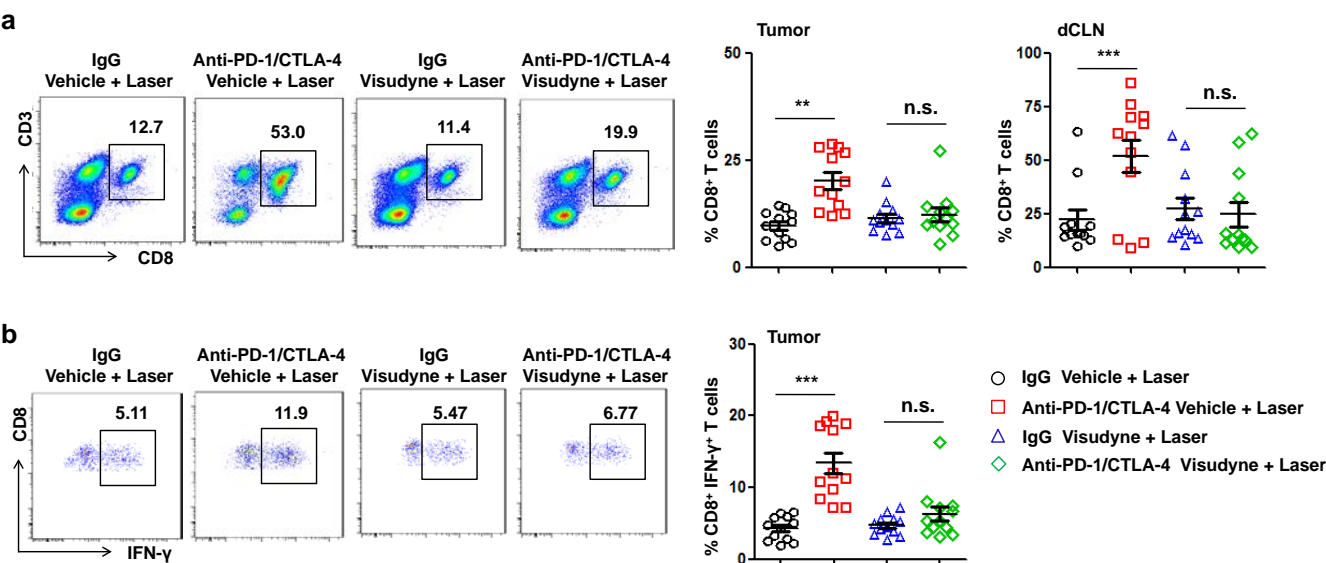

**Fig. S11 Ablation of MLVs decreases the infiltration and IFN- $\gamma$  production of CD8<sup>+</sup> T cells after anti-PD-1/CTLA-4 treatment. a, b,** Representative examples (left) and quantification (right) of CD8<sup>+</sup> T cells (**a**) and CD8<sup>+</sup>IFN- $\gamma$ <sup>+</sup> T cells (**b**) as percentages of overall CD45<sup>+</sup> cells within dCLNs ( $n = 12$  for each). Data are presented as the mean  $\pm$  SEM. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , n.s. not significant; two-way ANOVA (**a, b**). Data are from at least three (**a, b**) independent experiments.

# Supplementary material for: Meningeal lymphatic vessels regulate brain tumor drainage and immunity
**Source:** Cell Res. 2020 Feb 24;30(3):229–43. doi: 10.1038/s41422-020-0287-8
**Supplement:** Supplementary file 12 — Supplementary information, Figure S12

Supplementary information, Figure S12

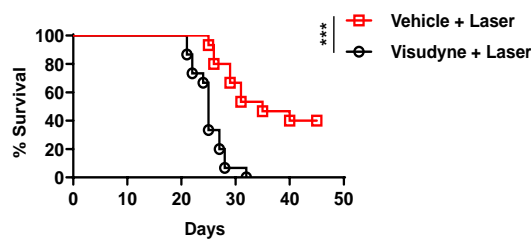

**Fig. S12 Dorsal MLV ablation inhibites VEGF-C mediated enhancement of immunotheray.** Survival of mice treated with Vehicle + Laser or Visudyne + Laser and striatally injected with GL261 VEGF-C overexpressing tumor following the administration of anti-PD-1/CTLA-4 antibodies ( $n = 15$ ). \*\*\* $P < 0.001$ . Long-rank (Mantel-Cox) test.

How the deposited data were processed for this re-analysis (not part of the article)

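RNA-seq libraries of MLECs from 3 control, 3 GL261 and 3 B16 pools of mice were compared. The authors removed adapters, primers, poly(A) tails and low-quality reads, aligned the rest to mm9 with TopHat 2.0.12 and computed expression with Cufflinks 2.2.1, and they deposited the result as FPKM, with 1 value per gene symbol and library. The paper's text does not name the gene annotation given to Cufflinks. The deposited FPKM were not normalized further between libraries, since their sums differ between libraries. The values hold no read counts, so the depth of each library was taken from the paper's Table S1, and no count model was fitted. Sample conditions and replicate numbers came from the sample labels, whose names are those of Table S1.

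From the deposited FPKM, log2(FPKM + 1) was computed for each gene and library. Gene positions were taken from the GENCODE M1 annotation, whose coordinates are those of mm9, by gene symbol. A symbol had exactly 1 entry there for 20669 of the 24321 genes, and GC content and length were available for 92.0% of the genes tested (9155 genes).

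Tests across genes used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on genes with an FPKM of at least 1 in at least 3 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. GL261 and B16 were joined into 1 group for tumor against control, as in the paper. All 9 libraries in 3 groups were used for the comparisons of single tumors, so that the groups share 1 estimate of the spread. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, after removal of the genes of Table S2 except where they are said to be kept, and by their mean with an exact permutation test. Areas under the ROC curve were computed from FPKM as deposited, without further normalization, with the thresholds of the Seurat function named in the methods. Seurat itself was not run. Principal components were computed with prcomp, and group separation was tested with a PERMANOVA on Euclidean distances. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

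The methods were tested on simulated data with the means and spreads of 9955 genes. Of 200 genes changed by 3 on the log2 scale, limma called 104 in the true direction, and it called 95 of the 147 changed genes with an SD under 1.5. It called 8 unchanged genes, and 0 genes when none was changed. A ROC power above 0.4 was reached by 196 of the changed genes, and by 3073 genes (30.9%) when none was changed. The median estimated change of the raised genes was 2.96. The simulated libraries had the same spread in all groups and no difference in depth or in missed values, and the changed genes excluded those of the lowest level. The simulation therefore does not test the confounding of depth with tumor status.

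The genes named are those of Fig. S6c and Fig. 3c, Vegfc and the Ccl21 genes, genes of the gene lists used, and the 5 genes with the largest and the 5 with the smallest limma difference between tumor-associated and control MLECs, among genes past the threshold without overlap of the groups. Copies of Ccl21 were recognised by comparing coding sequences with that of Ccl21c. The other alternatives tried were another pseudocount (0.1), values rescaled to a sum of 1000000 per library, quantile normalization, other filters on low genes (any FPKM above 0, a mean FPKM of at least 10, or above 0 in all 9 libraries), eBayes without a trend, the replicate number as a block, the log2 of aligned reads as a covariate, other groupings, whole gene lists, other thresholds and scalings for the ROC power, and leaving out each library in turn. The Gene Ontology enrichment of the paper was not repeated, since it needs the members of the terms, which were not used here. The flow cytometry, imaging and survival experiments of the paper have no values among those used here and were left out.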

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

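In this part, the other divisions of the libraries, the comparison with genes that every cell uses, the fit of GC content and length and the correlation of the endothelial gene lists were set up before their results were seen, and all other tests were chosen only after the result was seen.

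The paper does not discuss genes that mark blood endothelial cells as such. A list of 23 of them outside Table S2 was higher in tumor-associated than in control MLECs by 1.51 on the log2 scale (limma's camera p = 1.35e-04, adjusted to 3.38e-04 over 5 lists, exact permutation p = 0.0119 for the mean, 18 genes higher), and its mean was higher in each of the 6 tumor-associated libraries (5.54 to 6.29) than in each control library (4.25 to 4.86). Flt1 rose from 0.500 ± 0.380 FPKM (SD, n = 3) to 112 ± 36.9 (SD, n = 6), and Cd34, Emcn and Esam rose by 6.38, 3.41 and 6.03 on the log2 scale, without overlap of the groups. The 5 lower genes were Aqp1, Cldn5, Kdr, Notch1 and Tie1. Aqp1 fell without overlap, from 537 to 733 FPKM in control to 34.6 to 236 in tumor-associated libraries. Control MLECs also expressed genes of this list, such as Cldn5 at 1500 to 1700 FPKM. Lymphatic endothelial genes went the other way, by -1.46 over 25 genes, of which 21 were lower (limma's camera p = 1.70e-10, exact permutation p = 0.0119 for the mean). In Mmrn1 and Thy1, 2 genes of this list, the log2 differences were -2.56 and -3.72 (adjusted p of 0.00543 and 0.00189 from limma).

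Several technical explanations of the higher blood endothelial list were tested. Of the 27 divisions that, like the real one, take 1 library of each replicate number as the group of 3, 2 gave a camera p as small, the real one and the division of the B16 libraries from all others (3.56e-05), so that the camera p alone does not set the comparison apart. For the lymphatic list it was 1 of 27 divisions, and 3 of all 84. With the log2 of the aligned reads in the model, the blood endothelial list still differed by 1.45, with a camera p of 1.76e-05 from limma. Between the shallowest tumor-associated library, B16 replicate 1 with 2775828 aligned reads, and the deepest control library, with 2589423, the difference was 1.02, or 68% of the whole. Genes that every cell uses and that had a similar level in tumor-associated MLECs (71 genes) were higher there by 0.52 (exact permutation test, p = 0.0119), so that missed detection of low genes in the shallower control libraries could account for part of the difference but not for its size. Quantile normalization gave 1.32, and the 18 genes with an FPKM above 0 in all 9 libraries gave 1.57. A fit of GC content and gene length across genes explained 1.56% of the variance of the log2 differences, and the list differed by 1.53 after it, so the fit could correct little and does not decide.

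RNA from blood endothelial cells among the sorted cells remains a candidate explanation. It applies as well to Nos3, Aplnr, Ly6c1 and Ly6a, which were on the list before the genes of Table S2 were removed. If such RNA had diluted lymphatic RNA evenly, Lyve1 would have fallen with the other lymphatic genes, and it fell less, by a contrast of 1.14 (exact permutation test, p = 0.0357). The labels and the methods name LYVE-1 among the sorting markers, and sorting on it could hold Lyve1 up in either case. The results section names PDPN, so the marker used is not settled and this test does not decide. Among the 6 tumor-associated libraries the 2 lists showed no inverse relation (Pearson's r = 0.04, permutation p = 0.929, Spearman's rho = 0.14, permutation p = 0.803), but r was -0.59 without the 2 libraries farthest from the median. A change of MLECs toward blood endothelial expression in brain tumors may underlie the pattern as well, and with these libraries it cannot be told apart from RNA of other endothelial cells.

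The largest increase past limma's threshold, in Igfbp3 (10.67 on the log2 scale), was in a gene that is not in Table S2. It was present in all 6 tumor-associated libraries at 1501 to 3405 FPKM. Between the pair of libraries of close depth the difference was 9.78. Limma's adjusted p was 7.2e-10 with quantile normalization and lay between 7.2e-10 and 1.39e-06 over all alternatives other than leaving out a library. Among 11 genes that every cell uses and whose level in tumor-associated MLECs reached at least that of Igfbp3 less 5 on the log2 scale, 0 values were listed at 0 in control libraries, so missed detection may be set aside for a gene of this level. RNA from other cells was not tested for Igfbp3, and a response of MLECs to the tumor remains a hypothesis.

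B2m was the only gene past limma's threshold between GL261 and B16 MLECs, where all 3 GL261 libraries were higher, by 2.37 on the log2 scale. The same count of 1 gene or more was given by 1 of the 10 divisions of the 6 libraries, or 1 of the 4 that take 1 library of each number, which is the smallest share the design allows. The difference was 2.44 between GL261 replicate 3 and B16 replicate 3, whose depths are close. The adjusted p was 0.0039 under quantile normalization and ranged from 5.23e-04 to 0.188 over the alternatives that keep all libraries, the highest without a trend in eBayes. A list of 10 leukocyte genes differed by 0.63. Its mean was 3.23 in GL261 replicate 2, 0.98 and 0.97 in the other GL261 libraries and 2.03, 1.02 and 0.24 in B16 libraries. The list therefore did not follow B2m from library to library. It holds genes listed at 0 throughout, such as Ptprc and Cd3e, so the size of its difference does not decide on RNA from leukocytes. A stronger interferon response in GL261 MLECs is a candidate explanation, since 35 of 36 interferon-stimulated genes were higher there, by 2.64 on average, with a camera p of 9.1e-28 from limma. Genes of Table S2 had been kept in this list, and without them 25 of 26 genes were higher, by 2.13, with a camera p of 1.41e-19 from limma. However, 9 of the 10 divisions gave a camera p under 0.05 for the list of 36 genes, and 8 for the list of 26. The real division had the smallest p (1 of 10 divisions, and 1 of the 4 comparable ones), and the next was 6.3e-09 for the list of 36 genes, but 3 libraries against 3 cannot settle it. According to the labels, GL261 and B16 mice were also sampled at different times after injection, so tumor type and time cannot be told apart.

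Of the 391 genes past limma's threshold in tumor-associated MLECs, 252 are not in Table S2, 179 of them higher and 73 lower. Of these, 164 had an FPKM above 0 in all 9 libraries, and Table S2 holds no such gene. This would be consistent with a rule on detection behind Table S2, and whether these genes respond to the tumor was not tested apart from the comparison itself.

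In 58 measures, each over the 6 tumor-associated libraries, 1 library stood far from the others by Dixon's criterion in 7, where chance gives 2.9. On the log2 scale GL261 replicate 3 had 4.13 for Prox1 (1.52 to 2.24 in the others), 3.20 for Baiap2 (4.93 to 5.80) and 4.06 for Fam180a (0 to 0.46). B16 replicate 1 had 2.65 for Nostrin (5.64 to 6.88) and was listed at 0 for Psmb9 (5.39 to 7.95) and Vegfc (4.04 to 6.27). GL261 replicate 1 had 1.55 for Pxmp2, which was listed at 0 in the others. B16 replicate 1 was the shallowest tumor-associated library. No explanation was tested for these single values, and the design gives no condition that sets these libraries apart.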

How the results depend on the processing

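The comparisons, the 5 gene lists, the tests and the alternatives were set before the data were examined, apart from the 3 settings of the ROC power named as added below, and the counts over other divisions of the libraries were the only tests in this part, none of them chosen only after the result was seen.

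The alternatives run for the principal components were the pseudocount, rescaling, unit variance, the filter on low FPKM and leaving out 1 library. All of these kept the control libraries apart from the tumor-associated libraries on PC1, and the pseudo-F stayed between 1.74 and 2.48, with exact permutation p of 0.0119 for 9 libraries and 0.0179 to 0.0357 for 8. PC1 carried 20.6% with genes scaled to unit variance and 26.6% to 29.2% in the fits that left out 1 library. The blood endothelial list (1.32 to 2.76) and the lymphatic list (-1.67 to -1.06) kept their direction and a camera p under 0.05 under every alternative run for them. Camera was not run without a trend in eBayes, with 3 groups in the model or on genes above 0 in all 9 libraries.

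The median log2 difference of the genes tested was 0.20 in the deposited FPKM, 0.05 after rescaling and 0.03 after quantile normalization, so that every increase given for the deposited FPKM is to be read against a middle of 0.20. Quantile normalization lowered the share of higher genes among those past limma's threshold from 73.9% to 62.1%, with 383 genes in place of 391, of which 335 were shared. With all genes above 0 in any library, limma gave 254 genes for tumor against control, 218 for GL261 and 135 for B16. With genes above 0 in all 9 libraries it gave 224, of which 59.8% were higher. With only the groups compared in the model, the counts against control were 197 in place of 347 for GL261 and 38 in place of 210 for B16. Between GL261 and B16, quantile normalization gave 2 genes and eBayes without a trend gave 6. Leaving out 1 library gave 238 to 449 genes for tumor against control, 115 to 368 for GL261, 72 to 279 for B16 and 1 to 4 between both tumors. The cause of these changes was not tested.

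The depth of the libraries limits the results most. Because each control library is shallower than each tumor-associated library, a model with the log2 of the aligned reads cannot separate depth from tumor status well, and it left 9 genes past limma's threshold, all of them among the 391, with 1063 genes at an unadjusted p under 0.05. In this model MHC class I reversed to -0.56 and interferon-stimulated genes to -0.93, with camera p of 0.0217 and 0.00452 from limma, and MHC class II was 0.46 with a camera p of 0.277, and the differences of Lyve1 (0.44), Pdpn (0.56), Psmb9 (-2.67), B2m (-1.46) and H2-K1 (-1.03) reversed. Depth also went with tumor type, at 6027129 to 10614013 aligned reads in GL261 and 2775828 to 6146340 in B16 libraries. The depth term may therefore take up a difference between both tumors, so these reversals do not show that depth gave the increases. The cause was not tested.

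The MHC class II list differed by 2.14 with a mean FPKM of at least 10, with a camera p of 0.0592 from limma, and by 1.28 to 2.08 with 1 library left out, where the camera p from limma was 0.0712 without control replicate 2 and under 0.05 otherwise. With the genes of Table S2 kept in them, the interferon list differed by 1.36 and MHC class I and class II by 1.27 and 2.09. Limma's camera p was then 0.0192, 0.0512 and 0.00332. The genes of Table S2 had been selected from these libraries, so keeping them can raise a difference and removing them can lower it. The 10 genes of Fig. 3c differed by 2.68 to 4.28 and the 6 LEC markers by -1.67 to -1.31 with 1 library left out. The exact permutation p rose to 0.0714 for the genes of Fig. 3c without control replicate 1 and for the LEC markers without control replicate 2. For the 48 genes named in the text, 785 alternative values were computed, of which 676 kept their direction and side of the threshold, 95 lost the threshold, 9 gained it and 5 reversed.

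The 5391 genes with a ROC power above 0.4 became 3472 with a log2 fold of at least 1, 1131 after LogNormalize to 10000, 1066 with a power of 1, 2240 with genes above 0 in all 9 libraries and 3283 with genes changed in both tumors. They were 5104 to 6332 with 1 library left out. Rescaling gave 2851 higher and 2525 lower genes, against 3318 and 2073. Of the 3 settings added after the values had been seen, LogNormalize with genes above 0 in at least 3 libraries gave 1140, with detection required to differ between the groups 315, and with both rules 319.

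The replicate numbers do not pair the libraries, which are pools of different animals. Deviations from the group means correlated at -0.001 on average between libraries of the same number (9 pairs) and at 0.001 between others. With the replicate block, limma gave 303 genes for tumor against control in place of 391 (291 shared), 230 for GL261 in place of 347 and 146 for B16 in place of 210. The gene lists had limma's camera p of 0.393 for MHC class I, 0.0135 for MHC class II, 0.409 for interferon, 1.29e-04 for blood endothelial and 2.69e-10 for lymphatic genes, and both the LEC markers and the genes of Fig. 3c had an exact permutation p of 0.0370.

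Other divisions of the libraries were compared with the real one, which takes 1 library of each replicate number as the group of 3, as 27 of the 84 do. The remaining divisions put libraries of the same number together. As many genes past limma's threshold were found in 1 of the 27 for tumor against control, with 21 as the next highest count. As many genes with a ROC power above 0.4 were also found in 1 of the 27, with 4669 as the next highest of all 84 and a median of 3692 in the others. A camera p as small came from 21 of the 27 for MHC class I, 8 for MHC class II and 22 for interferon-stimulated genes. These counts do not set the real division apart for these lists, which were tested here without the genes of Table S2. They do not measure chance alone, since other divisions also part GL261 from B16 libraries. For MHC class I and interferon-stimulated genes, limma's camera p was smallest for GL261 against all other libraries, at 4.68e-10 and 7.33e-14. Chance can therefore neither be set aside nor be put at a figure for these lists. For GL261 and for B16 against control, 1 of the 4 comparable divisions of 6 libraries gave as many genes, which is the smallest share possible, so the share cannot settle these comparisons. The next highest count in the other divisions was 1 gene in both, against 347 and 210.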

Differences from the paper's values

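The paper reports 219 upregulated and 100 downregulated genes with a power above 0.4, and the same threshold on the deposited FPKM gave 3318 and 2073. None of the alternatives set before the data were examined closed the gap. The nearest counts were 521 upregulated genes after LogNormalize to 10000, against the paper's 219, and 458 downregulated genes with a power of 1, against the paper's 100. A setting chosen after seeing the values, which combines LogNormalize to 10000, genes above 0 in at least 3 libraries, a power above 0.4, a natural-log fold of at least 0.25 and a share of libraries with the gene above 0 that differs between the groups, gave 219 and 100 genes, the same genes as in Table S2. Without the rule on 3 libraries it gave 208 and 107, and without the rule on the shares it gave 565 and 575.

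Rnf135, which Table S2 lists as downregulated, had a power of 0.389 on the deposited FPKM and was not called. It was called after rescaling to 1000000 per library, after LogNormalize to 10000, and in the settings added after seeing the values.

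The paper states that the LEC marker genes of Fig. S6c showed no significant differences between the groups. It names no test for this statement. All 6 genes had an FPKM above 0 in all 9 libraries. The setting chosen after seeing the values that gave Table S2 can list no such gene, whatever its change. On the deposited FPKM, Flt4 and Ccl21c were lower in tumor-associated MLECs with limma's adjusted p of 0.0160 and 0.0320, and the mean of the 6 genes differed by -1.51 (exact permutation test, p = 0.0238). With the log2 of the aligned reads in the model, the adjusted p of Flt4 and Ccl21c was 0.611 and 0.854. Over 16 alternatives, that model included, Flt4 lost limma's threshold in 3 and Ccl21c in 8. With 1 library left out their adjusted p reached 0.0527 and 0.0972, so the difference from the paper is weak for Ccl21c. Among the near-identical copies, Gm1987 lost the threshold in 1, Gm13304 in 7 and Gm10591 in 9, and Ccl21b, short of it before, gained it in 1. Prox1, also short of it before, gained the threshold in 3 of the 16.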

Other observations

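This part repeats some tests already given above. Of its further tests, the comparison of cell cycle genes with genes that every cell uses was set up before its result was seen. So were the divisions of the libraries under the added setting, and all other further tests were chosen only after the result was seen.

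Many genes reach a ROC power above 0.4 in 9 libraries without a group effect. For values without ties, 38.1% of the rank orders of 3 and 6 libraries reach it, and 39.8% of the genes did, but that share leaves out ties at 0 and the fold threshold. The other divisions of the libraries gave a median of 3692 such genes and at most 4669, and the real division gave 5391. Part of the genes with this power could therefore be given by chance, and the comparison with rank orders does not say how many.

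A rule on detection could lie behind Table S2. The setting with such a rule that was chosen after seeing the values lists all 319 genes of Table S2 and no other. Under it 1 of the 27 comparable divisions of the libraries listed as many genes, and the next highest count was 208. The paper's methods do not name this rule.

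Missed detection in the control libraries could contribute to the genes listed as upregulated in Table S2. Of 102 genes that every cell uses, 24.5%, 7.8% and 19.6% were listed at 0 in the control libraries and 2.0% to 10.8% in the tumor-associated libraries (difference -12.6 percentage points, exact permutation test, p = 0.0238). Among 56 of these genes with a level in tumor-associated MLECs like that of the upregulated genes, 19.6% were listed at 0 in at least 1 control library and 3.6% in at least 1 tumor-associated library. These 56 genes were higher in tumor-associated MLECs by 0.49 on average, and 22 of them reached a ROC power above 0.4 in that direction. The upregulated genes themselves differed by 4.07, and 99.1% were listed at 0 in at least 1 control library. The values of the 56 genes fell short of these. The upregulated genes were however selected from these libraries, unlike the blood endothelial list, and the rule by which they were listed may fix the share at 0 in advance, so the part played by missed detection cannot be put at a figure.

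The Ccl21 copies fell together. The log2 difference of their sum was -3.35 (exact permutation test, p = 0.0119, lower in 6 of 6 libraries), so reads moving between near-identical copies do not account for it. After rescaling it was -3.58, and between the libraries of close depth it was -1.72. Its difference from the mean change of the other lymphatic endothelial genes was -2.15 (exact permutation test, p = 0.0357). Single genes of that list varied widely, and Thy1 differed by -3.72, so a loss of lymphatic RNA as a whole cannot be told apart from a change of Ccl21 itself. Depth as a covariate was run on the single copies only. It brought Ccl21c, Gm10591 and Gm13304 to between -0.75 and -0.55 on the log2 scale, Gm1987 to -1.52 and Ccl21b to -10.57, none with an adjusted p under 0.05 from limma. Lower Ccl21 expression of MLECs in brain tumors is a hypothesis that may be followed with more even depth.

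A list of 15 cell cycle genes was higher in tumor-associated MLECs by 2.13 (exact permutation test, p = 0.0238), and 44 genes that every cell uses at a similar level were higher by 0.58. The list holds 4 genes of Table S2, which had been selected from these libraries. Without them, a test added later, the other 11 genes were higher by 1.61 and the permutation test did not reach 0.05 (exact permutation test, p = 0.0714), while 32 genes that every cell uses at a similar level were higher by 0.24. Dividing cells in the tumor-associated libraries are a candidate explanation, but chance cannot be set aside for it. Whether these were MLECs or other sorted cells was not tested.

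A list of 7 genes of the melanocyte lineage had a mean log2(FPKM + 1) of 0, 0.12 and 0 in the B16 libraries and at most 0.33 in the GL261 libraries. The 17 genes of MHC class I, with those of Table S2 included, were all higher in GL261 than in B16 MLECs, by 1.93 on average, as were the 13 outside Table S2, by 1.38. Among the genes tested, 2 were above all control libraries in GL261 and below them in B16 MLECs and 2 were the reverse, where rank order alone gives 5.9 of each kind.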
